# The CX3CL1-CX3CR1 chemokine axis can contribute to tumor immune evasion and blockade with a novel CX3CR1 monoclonal antibody enhances response to anti-PD-1 immunotherapy

**DOI:** 10.3389/fimmu.2023.1237715

**Published:** 2023-09-13

**Authors:** Apoorvi Chaudhri, Xia Bu, Yunfei Wang, Michael Gomez, James A. Torchia, Ping Hua, Shao-Hsi Hung, Michael A. Davies, Gregory A. Lizee, Ulrich von Andrian, Patrick Hwu, Gordon J. Freeman

**Keywords:** CX3CR1, CX3CL1, PD-1, tumor immune evasion, cancer immunotherapy

## Abstract

CX3CL1 secreted in the tumor microenvironment serves as a chemoattractant playing a critical role in metastasis of CX3CR1 expressing cancer cells. CX3CR1 can be expressed in both cancer and immune-inhibitory myeloid cells to facilitate their migration. We generated a novel monoclonal antibody against mouse CX3CR1 that binds to CX3CR1 and blocks the CX3CL1-CX3CR1 interaction. We next explored the immune evasion strategies implemented by the CX3CL1-CX3CR1 axis and find that it initiates a resistance program in cancer cells that results in 1) facilitation of tumor cell migration, 2) secretion of soluble mediators to generate a pro-metastatic niche, 3) secretion of soluble mediators to attract myeloid populations, and 4) generation of tumor-inflammasome. The CX3CR1 monoclonal antibody reduces migration of tumor cells and decreases secretion of immune suppressive soluble mediators by tumor cells. In combination with anti-PD-1 immunotherapy, this CX3CR1 monoclonal antibody enhances survival in an immunocompetent mouse colon carcinoma model through a decrease in tumor-promoting myeloid populations. Thus, this axis is involved in the mechanisms of resistance to anti-PD-1 immunotherapy and the combination therapy can overcome a portion of the resistance mechanisms to anti-PD-1.

## 1 Introduction

Immunotherapy with anti-PD-1, PD-L1 and CTLA-4 antibodies has revolutionized cancer treatment (1, 2). Anti-PD-1 immunotherapy is FDA approved in multiple cancer types; however, resistance mechanisms result in only a moderate percentage of clinical responses (3). The abundance of immune suppressive myeloid cells is a major resistance mechanism to anti-PD-1 in multiple tumor types (4, 5). Aberrant myelopoiesis is a hallmark event in cancer where myeloid cells with immune suppressive properties infiltrate the tumor microenvironment (6). Thus, combination therapies that block the generation and maintenance of immune suppressive myeloid populations are promising approaches to enhance clinical responses to anti-PD-1 therapy (5, 7, 8).

Non-responders to anti-PD-1 in non-small cell lung cancer showed an increase in the plasma concentrations of the CX3CR1 ligand, CX3CL1 (9). An immune suppressive myeloid population defined as CX3CR1+CD206+ may strongly influence the outcome of the response to anti-PD-1 therapy since tumor-CX3CR1+CD206+ myeloid cells were reduced after response to anti-PD-1 in a T3 sarcoma mouse model (10). In summary, the failure to reduce CX3CR1+ myeloid populations may result in non-response and resistance to anti-PD-1 immunotherapy.

CX3CR1 binds to its ligand, CX3CL1 (also known as fractalkine or neurotactin), which has membrane-bound and shed forms. The CX3CL1-CX3CR1 axis promotes chemotaxis of CX3CR1+ cells towards soluble CX3CL1 as well as adhesion of CX3CR1+ cells to membrane-bound CX3CL1 (11, 12). CX3CR1 activation induces signaling events (13).

Following interaction with CX3CL1, CX3CR1 signaling supports tumorigenesis through several mechanisms: 1. CX3CL1 in the tumor milieu promotes an influx of CX3CR1+ myeloid cells; a hallmark event of aberrant myelopoiesis, 2. CX3CL1 in the tumor milieu promotes migration of multiple CX3CR1+ tumor types such as breast cancer, prostate cancer, CLL, neuroblastoma, glioblastoma, pancreatic ductal carcinoma (PDAC), colon carcinoma, gastric cancer, skin cancer, lung cancer, osteosarcoma, melanoma, multiple myeloma, and bladder cancer (14–18), and 3. CX3CL1 in the tumor milieu promotes activation of several oncogenic pathways following interaction with CX3CR1 in tumors (19–36).

CRISPR deletion of CX3CR1 or its blockade in human tumor lines of PDAC, breast cancer, prostate cancer, bladder cancer and glioblastoma results in a decrease in the ability of tumor cells to migrate and metastasize (34, 37). CX3CR1 deficient mice show a reduction in tumor infiltrating macrophages in SL4 colon carcinoma and skin cancer model (15, 38). A small molecule antagonist to CX3CR1 has shown efficacy in preclinical models of breast cancer (34); however, a challenge of small molecule CX3CR1 antagonists is that they can target several related GPCRs (G Protein-coupled receptors) and are not unique to CX3CR1. An antibody approach might have advantages due to its specificity for CX3CR1, and better receptor engagement based on avidity wherein a higher receptor expression will be required for effective cell depletion by ADCC (39). Together, this led us to investigate whether blockade of the CX3CL1-CX3CR1 axis using an antibody approach would augment the response to anti-PD-1 therapy and increase the number of responders in preclinical models whilst offering clinical translatability.

We generated a novel monoclonal antibody that binds to CX3CR1 with high affinity, blocks its interaction with CX3CL1 and antagonizes the immune-suppressive signals of this axis. We observe an improvement in response to anti-PD-1 therapy in an immunocompetent syngeneic mouse model of colon carcinoma. Mechanistically, combined PD-1 and CX3CR1 blockade reduces the migration of tumor cells, decreases the abundance of immune suppressive myeloid cells in the tumor, increases mature macrophages in the tumor and reduces secretion of soluble mediators from the tumor. The CX3CR1 monoclonal antibody can target both tumor and myeloid cells; inhibit tumor signals that recruit myeloid populations and inhibit immune-suppressive pathways regulated through this axis. In summary, the CX3CR1 antibody can mitigate CX3CL1-CX3CR1 mediated pro-tumorigenic effects of aberrant myelopoiesis during cancer progression.

## 2 Methods

### 2.1 CX3CR1 monoclonal antibody

The monoclonal antibodies for mouse CX3CR1, clones 455.1C11, and 455.8H12 were made by immunizing CX3CR1 knockout mice of C57BL/6 background with mouse CX3CR1 cDNA expression plasmid DNA as described in Latchman et al., 2001 (40) (RRID: IMSR_JAX:005582) and 293T cells transiently transfected with mouse CX3CR1 cDNA. The CX3CR1 mutant mice were originally provided by Dr. Dan Littman (New York University) (41). Hybridomas were screened for reactivity with Jurkat and 300 cells transfected to express mouse CX3CR1 and a lack of reactivity with un-transfected Jurkat cells and 300.19 cells. These monoclonal antibodies are of IgG2c isotype, an isotype found in C57BL/6 mice, the strain of origin of the CX3CR1 knockout. The binding affinities of these CX3CR1 mAbs were tested with 300.19 cells transfected to express mouse CX3CR1. The detection reagent was Goat anti-mouse IgG-PE Cat #1036-09 1036-09 (10 µg/ml). The isotype control was mIgG2c Cat #0122-01.

### 2.2 Cells and cell culture

CT26 colon carcinoma was purchased from ATCC (ATCC Cat# CRL-2638, RRID : CVCL_7256). CT26 were maintained in RPMI-1640 with 10% heat inactivated FCS, 1% glutamax, 1% pen-strep in 5% CO_2_. Jurkat cells transfected with mouse CX3CR1 were made in our laboratory and maintained in RPMI-1640 media with 5 µg/ml puromycin. 300 cells transfected with mouse CX3CR1, and 300 cells transfected with mouse PD-L1 were made in our laboratory and maintained in RPMI-1640 media with 5 µg/ml puromycin and 50 µM 2-mercaptoethanol in 5% CO_2._ CHO cells transfected to express human CX3CR1 were purchased from Sigma Aldrich Cat #HTS015RTA.

All cell lines used were tested and negative for mycoplasma.

### 2.3 Recombinant protein and antibody for *in vitro* assays

The isotype controls MOPC21 (mIgG1), and C1.18.4 (mIgG2a) were purchased from BioXcell. Isotype mIgG2c, Goat anti-mouse IgG-PE, goat anti-human IgG-PE (Southern Biotech Cat# 2040-09, RRID : AB_2795648), and goat anti-human IgG-Alexa647 (multi species adsorbed) (Southern Biotech Cat# 2040-31, RRID : AB_2795651) were purchased from Southern Biotech. CX3CL1-human IgG1 Fc fusion protein for blocking assays was a kind gift from Dr. Ulrich von Andrian, Harvard Medical School. CX3CL1 recombinant protein was purchased from Novus Biologicals (cat NBP2-35038).

### 2.4 Blocking assays with CX3CR1 mAbs

The capacity of anti-CX3CR1 mAbs to block binding of CX3CL1 to CX3CR1 was tested by incubating Jurkat-mCX3CR1 cells with anti-CX3CR1 mAb hybridoma supernatant for 30 min, followed by addition of CX3CL1-hFc (at 2 µg/ml). The binding of CX3CL1-Fc was detected using Goat anti human IgG-PE (mouse adsorbed) (Southern Biotech Cat# 2043-09, RRID : AB_2795669) at 5 µg/ml. Isotype control was mIgG1 (BioXcell Cat# BE0083 RRID:1107784). Acquisition was performed on BD FACS LSR Fortessa, and data was analyzed using Flow Jo version 10 (RRID : SCR_008520). Antibody concentrations of anti-mouse CX3CR1 antibodies in hybridoma supernatants were determined by indirect ELISA. ELISA plates (Costar #3369) were coated with 2 µg/ml unlabeled goat anti-mouse Ig(H+L) antibody overnight. The next day, plates were washed, blocked with 1% BSA in PBS for one hour and then washed. Hybridoma supernatants and dilutions were added to individual wells, incubated at 37°C for 1 hour and then washed three times. Goat anti-mouse IgG2c HRP-conjugated secondary antibody (Southern Biotech Cat# 1078-05, RRID : AB_2794462) was added to the wells, incubated at 37°C for 1 hour and then washed three times. TMB substrate was added to develop the color and plates were analyzed using a SpectraMax 190 microplate reader. Purified mouse IgG2c was used to construct a standard curve to calculate the antibody concentrations in supernatants.

The capability of anti-CX3CR1 mAbs clones 1C11 and 8H12 to block binding of each other to CX3CR1 was tested by incubating Jurkat-mCX3CR1 cells with anti-CX3CR1 mAb clone 1C11 for 30 min, followed by addition of anti-CX3CR1 mAb clone 8H12-PE at 1 µg/ml. Isotype control was C1.18 mIgG2a. Acquisition was performed on BD FACS LSR Fortessa and data was analyzed using Flow Jo version 10 (RRID : SCR_008520).

### 2.5 Antagonistic and agonistic assays

Agonistic and antagonistic assays for CX3CL1-CX3CR1 axis activity were performed using the PathHunter eXpress mCX3CR1 CHO-K1 β-Arrestin GPCR Assay kit (Eurofin Discovery X; catalog 93-0702E2MCP2M) following the manufacturer’s protocol. In the antagonistic assay, mouse CX3CR1 CHO-K1 reporter cells were incubated with anti-CX3CR1 mAb clone 1C11 for 30 minutes at 37°C followed by addition of agonist CX3CL1 (Novus Biologicals; cat NBP2-35038) at 500 ng/ml for 90 minutes at 37°C. Isotype control was mIgG2c. Detection reagent (assay buffer and substrate) was then added, and luminescence was measured on Spectra Max M3 instrument. In the agonistic assay, mouse CX3CR1 CHO-K1 reporter cells were incubated with agonist CX3CL1 (Novus Biologicals; cat NBP2-35038) or with anti-CX3CR1 mAb clone 1C11 for 90 minutes at 37°C. Detection reagent (assay buffer and substrate) was then added followed by luminescence measurement.

### 2.6 CX3CL1-CX3CR1 migration assays

Tumor cell migration assays were performed using Abcam cell migration/chemotaxis assay utilizing a Boyden chamber with an 8 µm membrane (Abcam; catalog ab235673) as per the manufacturer’s protocol. Briefly, CX3CR1 expressing CT26 tumor cells were cultured in serum free media for 24 hours. Tumor cells were incubated with CX3CR1 mAb (clone 1C11) at 10 µg/ml for 30 minutes at 37°C. The chemoattractant CX3CL1 (Novus Biologicals; catalog NBP2-35038) (at 100 ng/ml) was added to the bottom chamber and mAb-treated or control tumor cells were added to the top of the Boyden chamber. The chamber was incubated for 24 hours at 37°C followed by addition of cell dissociation solution and fluorescence measurement using Spectra max M3 instrument.

### 2.7 Tumor cell expression of CX3CR1 and PD-L1

The CT26 tumor cell line was assayed with anti-mouse antibodies; CX3CR1 antibody (clone 1C11) made in our laboratory, CX3CL1 antibody (R and D Systems Cat# MAB571, RRID : AB_2087125), PD-L1 antibody (BioLegend Cat# 329737, RRID : AB_2617009). The corresponding isotypes were used as controls.

### 2.8 Tumor cell expression of CX3CR1 on treatment with pro-inflammatory cytokines IFN-γ and TNF-α

CT26 tumor cell line was treated with mouse IFN-γ (Peprotech; catalog 315-05) and TNF-α (R&D systems; catalog 410-MT-010) at 100 ng/ml for 24 hours. Cells were subsequently assayed for expression of CX3CR1 by flow cytometry.

### 2.9 TCGA analysis and CIBERSORT analysis

The gene expression values of TCGA and GTEx samples were obtained from UCSC Toil RNA-Seq TOIL Recompute Compendium (42). The TCGA clinical information was obtained from GDC Data Portal. The GTEx healthy tissues were matched to TCGA cancer types for comparison (43). The TPM values were log2-transformed with a pseudo count of 1 for visualization of gene expression profiles. The CIBERSORT immune fractions were obtained from the Immune Landscape of Cancer analysis (44). The cohort of each cancer type was split into CX3CR1 high and low groups based on the median value. R package *limma* was used to infer the significance between the fractions (45). R package *survival* was used for the survival analysis.

### 2.10 Mouse *in vivo* tumor immunotherapy experiments

BALB/cJ mice aged 6-8 weeks were purchased from Jackson Laboratory (RRID : IMSR_JAX:000651) and housed in a barrier facility. CT26 tumor cells were subcutaneously injected at 0.2 million/mouse in the right flank of BALB/cJ mice. The antibody treatments with anti-mouse PD-1 (clone 29F.1A12) (Bio X Cell Cat# BE0273, RRID : AB_2687796), anti-mouse CX3CR1 (clone 1C11), rat IgG2a (clone 2A3) (Bio X Cell Cat# BE0089, RRID : AB_1107769) were started in randomized mice on day 7 post tumor cell injection for a series of 5 treatments once every 3 days with 200 µg antibody per mouse injected intraperitoneally per treatment. Mice were monitored for tumor growth using digital calipers, with tumor size calculated as volume (L X W^2^ X 0.5) in mm^3^. Mice were euthanized based on the end point criteria of a tumor diameter more than 20 mm or ulceration in the tumor with ulceration diameter of more than 10 mm. For memory re-challenge experiments, 0.2 million CT26 tumor cells were subcutaneously injected in the opposite (left) flank, and mice were monitored for tumor growth and survival. Here, mice aged 6-8 weeks with no prior antibody treatment were included as a control. Animal experiments were performed as per the IACUC guidelines of the Dana-Farber Cancer Institute.

### 2.11 Tumor infiltrating lymphocyte isolation

For study of tumor immune infiltrates in the untreated cohort, tumors were harvested when the tumor diameter reached a size greater than 0.5-1 cm. For the study of antibody mediated mechanistic effects, tumors were harvested on day 12 after two antibody treatments. Tumors were pooled with two-three tumors to make one sample and increase the per sample cell yield as required for data acquisition. Once harvested, tumors were minced, followed by suspension in a disaggregation buffer (1.5 mg/ml collagenase IV (Sigma Aldrich; cat C5138), 200 U/mL DNase (Roche; cat 04536282001) in HBSS without Ca^++^/Mg^++^) and incubated at 37°C for 30 minutes with agitation. Cells were then subjected to mechanical disruption and filtered to obtain a single cell suspension. Red blood cell lysis was performed using ACK lysis buffer (Gibco) when needed. Spleens were isolated from tumor bearing mice. Splenocytes were harvested from spleen using gentle disruption of the tissue. Red blood cell lysis was performed on the cell suspension using ACK lysis buffer (Gibco) and the cells were filtered to obtain single cells. Cells were Fc blocked by incubating with 10 µg/ml of anti-mouse CD16/32 antibody (BioLegend Cat# 101302, RRID : AB_312801) for 15 minutes and stained with fluorochrome-conjugated antibodies against cell surface markers for 30 min. After cell surface staining, the cells were fixed and permeabilized using FOXP3 transcription factor fixation and permeabilization kit (eBioscience; catalog 00-5521-00) to determine the expression of intracellular markers. The fluorochrome antibodies used are detailed in **Supplementary Table 1**. Acquisition was performed on BD FACSymphony and BD LSR Fortessa. Samples that failed to acquire sufficient cell numbers could not be used. Data analysis was performed using Flow Jo version 10 (RRID : SCR_008520).

### 2.12 RNA sequencing

Tumor cells were treated with CX3CL1 (Novus Biologicals; cat NBP2-35038) at 2 µg/ml for 8 hours and RNA was prepared using RNAeasy kit (Qiagen Catalog 74104). Following incubation, total RNA was prepared using RNAeasy kit (Qiagen Catalog 74104).

RNA sequencing was performed at the Molecular Biology Core Facility, Dana-Farber Cancer Institute. Libraries were prepared using Roche Kapa mRNA HyperPrep strand specific sample preparation kits from 200ng of purified total RNA (tumor sample) or Takara SmartSeq v4 reagents from 1ng of RNA (MDSC sample) according to the manufacturer’s protocol on a Beckman Coulter Biomek i7. The finished dsDNA libraries were quantified by Qubit fluorometer and Agilent TapeStation 4200. Uniquely dual indexed libraries were pooled in an equimolar ratio and shallowly sequenced on an Illumina MiSeq to further evaluate library quality and pool balance. The final pool was sequenced on an Illumina NovaSeq 6000 targeting 40 million 150bp read pairs per library at the Dana-Farber Cancer Institute Molecular Biology Core Facilities.

### 2.13 RNA sequencing analysis

Fastq files were generated using Illumina bcl2fastq v2.20 software. Sequenced reads were aligned to the UCSC mm10 reference genome assembly and gene counts were quantified using STAR (v2.7.3a) (46). Differential gene expression testing was performed by DESeq2 (v1.22.1) (47). RNAseq analysis was performed using the VIPER Snakemake pipeline (48).

### 2.14 Cytokine and chemokine multiplex analysis

Tumor cells were treated with or without CX3CR1 antibody (clone 1C11) at 10 µg/ml for 30 minutes at 37°C followed by CX3CL1 (Novus Biologicals; cat NBP2-35038) at 2 µg/ml for 24 hours. Supernatants were collected and analyzed for quantification of chemokines and cytokines using Discovery assays (Millipore, USA) and were performed by Eve Technologies (Alberta, Canada) as per the manufacturer’s instructions. The data was acquired on the Luminex 200 system.

### 2.15 Real-time PCR

Tumor cell lines were treated with mouse IFN-γ (Peprotech, cat 315-05) and TNF-α (R&D systems; catalog 410-MT-010) at 100 ng/ml for 8 hours. Tumor cells were treated with or without CX3CR1 antibody (10 µg/ml) for 30 minutes at 37°C followed by CX3CL1 (Novus Biologicals; cat NBP2-35038) at 2 µg/ml for 8 hours. RNA was isolated using RNeasy kit (Qiagen catalog 74104) using manufacturer’s protocol and cDNA was made using Bio-Rad cDNA kits. mRNA was quantified using Taqman qPCR (Applied Biosystems, catalog 4304437). The assay was run on Applied Biosystems Quant Studio 6 real time PCR system. Expression levels were normalized to GAPDH. Primers were purchased from Applied Biosystems; mouse PD-L1 (Mm03048248_m1), mouse IL-6 (Mm00446190_m1), mouse NLRP3 (Mm00840904_m1) and mouse GAPDH (Mm99999915_g1).

### 2.16 Statistics

Statistical analysis was performed using Graph-pad Prism version 9 software (RRID : SCR_002798). Data was presented as mean averages with standard error of the mean (SEM). The statistical analysis between two groups was performed using the t test. Statistical analysis between more than two groups was performed using one-way ANOVA with multiple comparisons performed using Tukey’s test. Statistical analysis in the Kaplan Meier survival curves was performed using log-rank (Mantel-Cox) test. P values less than 0.05 were significant and were defined as *p<0.05, **p<0.01, ****p<0.001, ****p<0.0001.

## 3 Results

### 3.1 Characterization of anti-mouse CX3CR1 monoclonal antibody

We generated monoclonal antibodies (mAb) that recognize mouse (m) CX3CR1 by immunizing CX3CR1 knockout mice and screening for reactivity with mCX3CR1 transfected Jurkat and 300.19 cells and a lack of reactivity with un-transfected cells. We used mCX3CR1 transfected cells as a tool to determine the binding affinity and biological activity of our CX3CR1 mAb. The binding assay showed that the CX3CR1 mAb 455.1C11 recognized mCX3CR1 in a concentration dependent manner with an EC-50 value of 0.09 µg/ml indicating an apparent binding affinity of 0.6 nM while mIgG1 isotype control (MOPC21) did not show binding to 300 mCX3CR1 cells (**Figure 1A**). The 0.6 nM binding affinity of the CX3CR1 mAb is higher than the reported affinity of 0.91 nM for human CX3CL1 ligand binding to CX3CR1 receptor (49).

**Figure 1:**
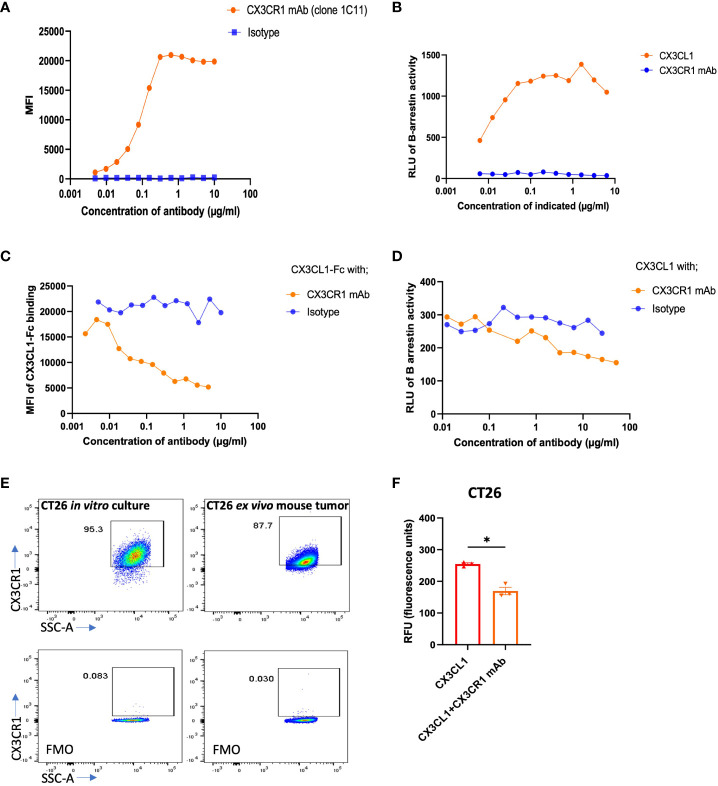
Binding, blocking, and signaling of CX3CR1 mAb. **(A)** FACS analysis of CX3CR1 mAb binding to 300 cells stably expressing mouse CX3CR1. **(B)** Agonist activity of CX3CL1 recombinant protein and of CX3CR1 mAb on CX3CR1-reporter CHO cells. **(C)** CX3CR1 mAb hybridoma supernatant blocking of CX3CL1-hFc (2 µg/ml) fusion protein binding to Jurkat cells stably expressing mouse CX3CR1. **(D)** Antagonistic activity of CX3CR1 mAb on CX3CL1 (500 ng/ml) signaling in CX3CR1-reporter CHO cells. **(E)** FACS analysis of CX3CR1 expression on CT26 from *in vitro* culture and from excised mouse tumor tissue. **(F)** CX3CR1 mAb (10 µg/ml) blockade of CT26 migration towards CX3CL1 (100 ng/ml) (n=3). Data representative of two independent experiments. Data as standard error of the mean, paired t-test, *p<0.05.

### 3.2 Antagonistic and agonist activities of CX3CR1 monoclonal antibody

We tested whether the CX3CR1 antibody had agonist or antagonistic activity when bound to CX3CR1 on the cell surface using CHO cells transfected to express mouse CX3CR1 and a β-gal reporter. In these cells, CX3CR1 is coupled to the enzyme donor component of β-gal enzyme and β-arrestin is coupled to the enzyme acceptor component of β-gal enzyme (Eurofin Discovery X). Recruitment of β-arrestin to CX3CR1 generates active β-gal enzyme that emits luminescence as a surrogate of CX3CR1 activation. To confirm the fidelity of the assay, we first showed that CX3CL1 led to β-arrestin recruitment and induced a β-gal signal in a concentration dependent fashion (**Figure 1B**). When CHO-mCX3CR1 cells were treated with the CX3CR1 monoclonal antibody in the absence of CX3CL1, we did not observe a luminescence signal, indicating an absence of β-arrestin recruitment to CX3CR1 (**Figure 1B**) and that the CX3CR1 mAb did not agonize the receptor.

We next performed a blocking assay to determine if our CX3CR1 mAb (1C11) had the ability to block the binding of CX3CL1 to CX3CR1. Jurkat-mCX3CR1 cells were incubated with the CX3CR1 mAb followed by addition of CX3CL1-Fc fusion protein. The 1C11 mAb blocked the CX3CL1-CX3CR1 ligand-receptor interaction in a concentration dependent fashion (**Figure 1C**). As expected, the isotype control was unable to block this interaction. We pre-treated CHO-mCX3CR1-β-gal reporter cells with the CX3CR1 mAb, followed by 500 ng/ml CX3CL1, and observed an antibody concentration dependent blockade of CX3CR1 activation and β-arrestin recruitment (**Figure 1D**) which was not seen when the cells were treated with isotype control. Thus, the CX3CR1 mAb can inhibit the functional activity of CX3CR1. Through *in silico* analysis based on the known co-crystal structure of hCX3CL1 in complex with hCX3CR1, we predicted interactions between mCX3CL1 and mCX3CR1 and between the 1C11 mAb and mCX3CR1. This analysis identified 10 residues in mCX3CR1 that make contact with both mCX3CL1 and the 1C11 mAb (**Supplementary Material**). These findings are consistent with the experimentally determined blockade of mCX3CL1 binding to mCX3CR1 by the 1C11 mAb.

We tested the expression of CX3CR1 in mouse tumor cell line CT26 *in vitro* and in *ex vivo* CT26 tumor harvests from tumor bearing mice and observed high expression of CX3CR1 in the tumor cells *in vitro* and *ex vivo* (**Figure 1E**). The CX3CL1-CX3CR1 axis has been shown to contribute to migration of tumor cells expressing CX3CR1 and promote metastasis (14, 26–28, 30, 32, 33, 50). We hypothesized our mAb could inhibit migration of CX3CR1+ tumor cells towards a CX3CL1 gradient. Using a Boyden chamber-based migration assay, we found that CT26 tumor cells pre-treated with CX3CR1 mAb had reduced migration towards a CX3CL1 gradient (**Figure 1F**).

To assess the clinical applicability of the 1C11 mAb, which was made in a CX3CR1 knockout mouse, we tested if the antibody would bind to human CX3CR1. We used CHO cells transfected to express human CX3CR1 (Sigma Aldrich) and observed that the 1C11 mAb could recognize and bind to human CX3CR1 with an EC-50 of 6.4 µg/ml, considerably weaker than its binding to mouse CX3CR1 (EC-50 of 0.09 µg/ml) (**Supplementary Figure 1A**).

### 3.3 Combination immunotherapy with CX3CR1 and PD-1 mAbs enhances survival in the CT26 tumor model

PD-1 monotherapy is FDA approved in 25 tumor types; however, it only works in a moderate percentage of patients as multiple resistance mechanisms limit the responsiveness of a tumor to anti-PD-1 therapy (1, 51). In non-small cell lung cancer, plasma CX3CL1 levels increased in non-responders to anti-PD-1 therapy (9). Moreover, reduced numbers of CX3CR1+CD206+ myeloid cells were associated with a positive response to anti-PD-1 therapy in a T3 sarcoma mouse model (10). Thus, we hypothesized that the CX3CL1-CX3CR1 axis could play a significant role in resistance or non-responsiveness to anti-PD-1 therapy. Hence, blockade of the CX3CL1-CX3CR1 axis might prevent resistance to anti-PD-1 immunotherapy and improve the likelihood of response in tumors with CX3CR1 expression.

To test our hypothesis, we chose the CT26 tumor model as CT26 expresses CX3CR1 (**Figure 1E**) and PD-L1 (**Supplementary Figures 2A, B**). We treated the CT26 tumor model with anti CX3CR1 alone and in combination with anti-PD-1 (**Figure 2A**). We observed slower tumor growth and increased survival in the anti-CX3CR1 + anti-PD-1 combination group compared to anti-PD-1 alone. (**Figures 2B, C**). Combined results of six independent experiments showed a statistically significant survival benefit between anti PD-1 + anti CX3CR1 versus anti PD-1 alone with a *p* value of 0.025 (**Figure 2D**). The percentage of long-term survivors in the combination was 51 percent while the percentage of survivors in single agent anti-PD-1 immunotherapy was 33 percent. Anti-CX3CR1 alone did not slow tumor growth.

**Figure 2:**
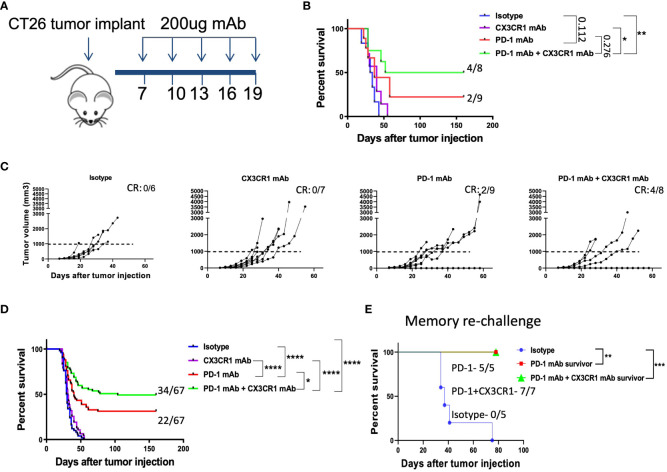
Combination immunotherapy with CX3CR1 and PD-1 mAb enhances survival in the CT26 tumor model. **(A)** Schematic of antibody treatments in the subcutaneous CT26 tumor model. BALB/cJ mice were injected with 0.2 million CT26 tumor cells on day 0 and treated with antibodies beginning on day 7. **(B, C)** Tumor growth curves and Kaplan-Meier survival curves of treatment groups: Isotype (n=6), CX3CR1 mAb (n=7), PD-1 mAb (n=9), PD-1 mAb + CX3CR1 mAb (n=8). Data of one independent experiment representative of six experiments. Numbers in upper right of **(B, C)** indicate the number of complete responders (CR). **(D)** Kaplan-Meier survival curves of treatment groups combined from six independent experiments: Isotype (n=50), CX3CR1 mAb (n=45), PD-1 mAb (n=67), PD-1 mAb + CX3CR1 mAb (n=67). **(E)** Long-term survivors from PD-1 mAb (n=5) and PD-1 mAb + CX3CR1 mAb (n=7), were re-challenged with CT26 tumor in the opposite flank and monitored for survival. Data of one independent experiment. Statistical analysis using log-rank (Mantel-Cox) test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

We confirmed anti-tumor immunological memory in the survivors through a re-challenge experiment. Survivors of single agent anti-PD-1 and combined anti CX3CR1 + anti-PD-1 had 100% percent survival when re-challenged with CT26 while control mice succumbed to the tumor, confirming immunological memory after the antibody treatments (**Figure 2E**).

### 3.4 Immune suppressive myeloid cells have a high expression of CX3CR1

Tumor cells secrete factors that attract immune suppressive myeloid cells into the tumor niche (52). One important factor is CX3CL1 as myeloid cells have been shown to have high expression of CX3CR1 and traffic towards a CX3CL1 gradient found in the tumor microenvironment (50). We thus tested the expression of CX3CR1 on myeloid cells in CT26 tumors. We confirmed that CD11b+ myeloid cells in the CT26 tumor express a high percentage and MFI of CX3CR1 but those in the spleen had low expression (**Figure 3A**) consistent with previous studies. Both CD45+CD11b+ and CD45+CD3+ populations in the tumor had higher CX3CR1 expression than their corresponding populations in the spleen (**Figure 3A**, **Supplementary Figures 3A,B**). In the tumor, CX3CR1 expression was higher in CD45+CD11b+ than CD45+CD11b- cells (**Figure 3B**, **Supplementary Figure 3C**). These results indicate that CX3CR1 expression on immune cells increases in the tumor amongst which the CD11b+ myeloid cells have the highest CX3CR1 expression. The MDSC subset of myeloid cells have been shown to mediate a major resistance mechanism to anti-PD-1 therapy in colorectal cancer (4). We confirmed that a high percentage of M-MDSC in the CT26 tumor express CX3CR1 (**Figure 3C**), consistent with previous studies.

**Figure 3:**
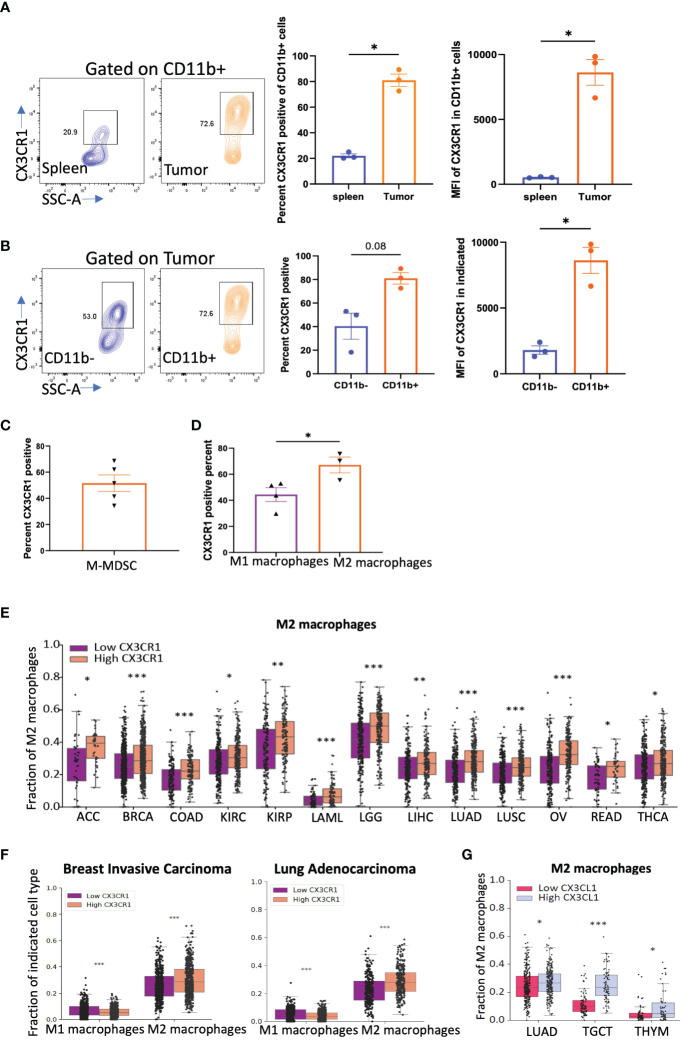
CX3CR1 expression on myeloid cells in the CT26 tumor. **(A)** FACS analysis of CX3CR1 expression on CD11b+ myeloid cells in spleen or CT26 tumors from mice (n=3) with tumor diameter of 0.5 cm. **(B)** CX3CR1 expression on CD11b+ and CD11b- cells in CT26 tumors from mice (n=3) with tumor diameter of 0.5 cm. **(C)** CX3CR1 expression in M-MDSC (CD11b+Ly6C+Ly6G-) cells in CT26 tumors from mice (n=5) with tumor diameter of 1 cm. **(D)** CX3CR1 expression on M1 macrophages (CD11b+F4/80+Gr1-MHCII+), and M2 macrophages (CD11b+F4/80+Gr1-CD206+) in CT26 tumors from mice (n=5) with tumor diameter of 1 cm. Data representative of two-three independent experiments. **(E)** Fraction of M2 macrophages in human cancers grouped as CX3CR1-high and -low by the median value of its expression and analyzed using CIBERSORT. **(F)** Fraction of M1 and M2 macrophages in human cancers grouped by high and low by the median value of CX3CR1. **(G)** Fraction of M2 macrophages in human cancers grouped by high and low by the median value of CX3CL1 expression. **(A-D)** Data as standard error of the mean, paired t-test. *p<0.05, **(E-G)** Statistical analysis using R package *limma*. *q<0.05, **q<0.01, ***q<0.001.

We examined other myeloid immune suppressive populations such as tumor associated macrophages (TAMs). TAMs in the CT26 tumor express CX3CR1, and within the TAM subsets, M2 macrophages had higher CX3CR1 expression than M1 macrophages (**Figure 3D**). The gating strategy used for these analyses is shown in **Supplementary Figures 3D-G**.

We next used an *in-silico* approach and grouped human cancers from TCGA based on their CX3CR1 expression into high CX3CR1 (top 50^th^ percentile) and low (bottom 50^th^ percentile) groups. Analysis of the immune populations in human tumors using CIBERSORT showed that a higher M2 macrophage fraction was associated with higher CX3CR1 expression in multiple cancer types (**Figure 3E**). In BRCA (breast carcinoma) and LUAD (lung adenocarcinoma), higher CX3CR1 expression was associated with a higher M2 macrophage fraction but a lower M1 macrophage fraction (**Figure 3F**). Moreover, higher expression of the ligand, CX3CL1, was associated with a higher M2 macrophage fraction in LUAD, TGCT (tenosynovial giant cell tumor), and THYM (thymoma) cancer types (**Figure 3G**). From these results, we hypothesized that antibody-targeting of CX3CR1 could reduce the abundance of immune suppressive myeloid populations in the tumor.

### 3.5 CX3CR1 mAb treatment can remodel myeloid cells in the CT26 tumor

We analyzed the myeloid immune subsets in the tumor microenvironment after immunotherapy treatment. Combination anti-PD-1 + anti CX3CR1 treatment led to a significantly lower percentage of CD45+CD11b+ myeloid cells in the tumor compared to isotype (**Figure 4A**). MDSC are an immune suppressive subset composed of heterogenous immature cells of myeloid origin. We classified CD11b+Gr1+ cells as MDSC based on previous work (53–55) and CD11b+ F4/80+Gr1+ cells as a sub-population of myeloid cells based on previous work by Fang et al., 2017 (56). The MDSC (CD11b+Gr1+) were the predominant CD11b+ population in the isotype-treated tumor bearing mice but were reduced in all three immunotherapy treatment groups of anti-PD-1, anti CX3CR1, and anti-PD-1 + anti CX3CR1 (**Figure 4B**). There were significantly fewer MDSC in the anti-PD-1 + anti CX3CR1 combination, and in single agent anti PD-1 therapy groups compared to the isotype. The combination anti-PD-1 + anti-CX3CR1 therapy group had the lowest percentage of CD11b+F4/80+Gr1+ myeloid cells and this was significantly less than single agent anti-PD-1 or anti-CX3CR1 groups (**Figures 4C, E**).

**Figure 4:**
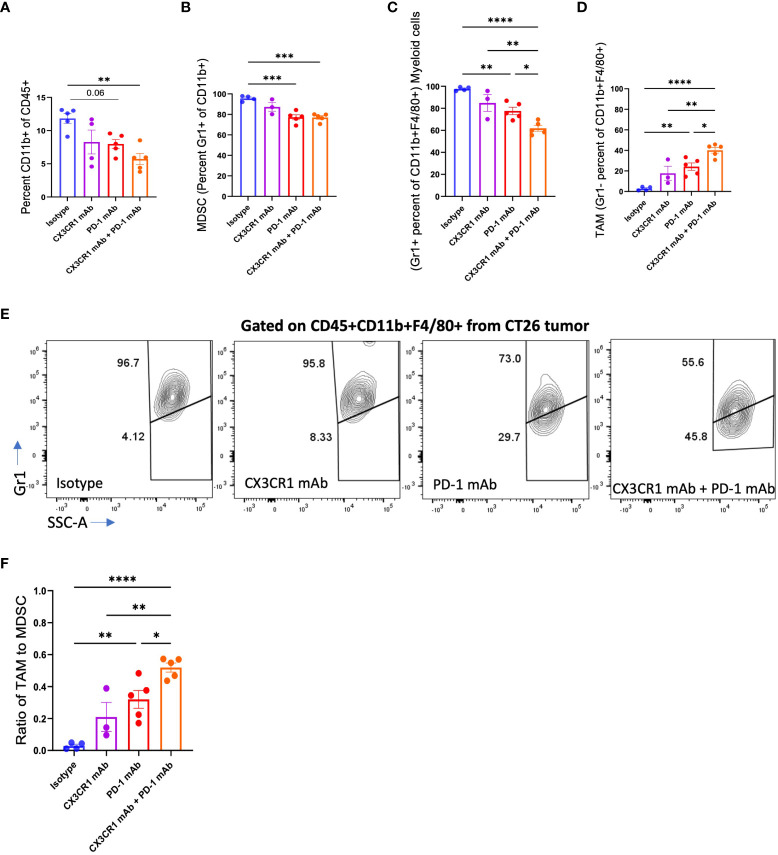
Abundance of myeloid cell subsets in CT26 tumors after mAb treatment. FACS analysis of **(A)** CD11b+, **(B)** MDSC (CD11b+Gr1+), **(C-F)** Myeloid cells (CD11b+F4/80+Gr1+) and TAM (CD11b+F4/80+Gr1-), in CT26 tumors from mice treated with the indicated antibody: Isotype (n=4-5), CX3CR1 mAb (n=3-4), PD-1 mAb (n=5), CX3CR1 mAb + PD-1 mAb (n=5). Data representative of two independent experiments. Data as one way ANOVA with Tukey’s test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

Conversion of immature myeloid cells to mature populations is important for a positive response to immunotherapy. Response to anti-PD-1 therapy is associated with a higher mature myeloid fraction, and a lower immature myeloid cell fraction (57). We examined the CD11b+F4/80+Gr1- myeloid cells in the tumor, representing tumor-associated macrophages (TAMs) as defined by Peranzoni et al., 2010 and Qian et al., 2010 (58, 59) and observed a significantly increased percentage in each of the immunotherapy treatment groups (**Figures 4D, E**). While the isotype treatment group had 95.6% MDSC with a negligible percent of TAM, the immunotherapy treatment groups had a lower percent of MDSC’s and a higher percentage of TAMs (**Figures 4D, E**). The combination therapy group had fewer MDSC, and significantly more TAM compared with the anti-PD-1 or anti CX3CR1 single agent groups. Importantly, the combination therapy group had a significantly increased ratio of TAMs to MDSC compared to the single agent anti-PD-1 or anti-CX3CR1 groups (**Figure 4F**). These results show the response to PD-1 mAb + CX3CR1 immunotherapy is characterized by a remodeling of the myeloid compartments in the tumor with the combination treatment skewing the myeloid populations towards more mature macrophages and fewer MDSC. Thus, the CX3CR1 antibody reduces the abundance of MDSC in the tumor. The gating strategy is shown in **Supplementary Figure 4A**.

To assess the suppressive potency of the MDSC, we analyzed expression of the CD206 marker that identifies the suppressive M2-like population of MDSC that promotes tumor growth. We observed a decreased percentage of CD206+ MDSC following treatment with single agent anti-PD-1 or combined anti-PD-1 + anti CX3CR1 immunotherapy (**Supplementary Figure 4B**).

We also investigated whether there were differences in CD8+ TILs between the antibody treatment groups since CD8 TILs are known to express CX3CR1 (60). The percentage of CD8+ TILs was not different between the treatment conditions (**Supplementary Figure 4C**). The progenitor CD8 TIL population, as defined by TCF1+PD-1+, is the population that expands in response to anti-PD-1, and some can convert to a terminally exhausted PD-1+TIM-3+ CD8+ population (60). The progenitor CD8 TIL were reported to be higher in responders to anti-PD-1 (61). We examined the PD-1+ TCF1+ and PD-1+TIM-3+ CD8 TIL populations on day 12 after two antibody treatments and saw a trend towards an increase in the PD-1+TCF1+ CD8+ cells in the CX3CR1 mAb and PD-1 mAb+ CX3CR1 mAb treatment groups compared with single agent anti-PD-1 group. The PD-1+TIM3+CD8+ population was not significantly different across the treatment groups (**Supplementary Figure 4C**). The PD-1 antibody clone RMP1-30 was used for cell surface detection of PD-1 as it binds to a different epitope on PD-1 than the treatment antibody (anti-PD-1 clone 1A12) (62).

### 3.6 CX3CL1 interaction with CX3CR1 on CT26 tumor cells promotes secretion of immune suppressive soluble mediators

CX3CR1 is a G-protein coupled receptor (GPCR) on the cell surface that initiates cell signals upon binding to its ligand, CX3CL1 (13). Moreover, the CX3CL1-CX3CR1 axis in the tumor activates multiple oncogenic programs and promotes tumorigenesis (14, 19–36).

Whether the axis can directly mediate tumor immune evasion is not known. We treated CT26 tumor cells with CX3CL1 and determined which soluble mediators were upregulated in the tumor cells by mRNA and multiplex ELISA analysis. 

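CT26 is a mouse colon carcinoma cell line. For the RNA sequencing, CT26 cells were left without treatment or were treated for 8 hours with recombinant CX3CL1 at 2 µg/ml, with IFN-γ at 100 ng/ml, or with both. Each of the 4 groups had 3 biological replicates, which gave 12 libraries. The authors made strand-specific mRNA libraries, aligned the reads to the mm10 mouse genome with STAR and counted them per gene, and the deposited values are TPM, transcript levels scaled to a fixed total. Each library adds up to 1000000 TPM over 23636 gene symbols, so the values carry no read depth. The methods give a target number of read pairs per library, and the depth that each library reached is unknown here. Between 10613 and 10824 symbols per library had at least 1 TPM, and 6747 symbols were listed at 0 in every library. TPM are shares of a fixed total, so a rise in abundant transcripts lowers the values of the other genes. A value of 0 can also be a failed estimate. RPL26, a ribosomal protein gene chosen after its values were seen, was listed at 0 in all 12 libraries.

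Expression was tested as log2(TPM + 1) with limma (lmFit, and eBayes with an intensity trend) over the 11878 genes with a mean of at least 0.2 TPM. All 12 libraries shared the estimate of the spread, p-values were adjusted by Benjamini-Hochberg, and a gene was called higher or lower at an adjusted p under 0.05. Log2 fold changes are given on the log2(TPM + 1) scale, which understates the change of genes with low TPM. An exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.1, so each call rests on the spread that limma pools over genes. Gene positions are from RefSeq on GRCm38, the assembly that mm10 stands for. How reads shared by similar genes were counted is not named in the paper's text.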

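After CX3CL1 treatment, 212 of the 11878 genes tested were higher and 20 were lower than in untreated CT26 cells. The log2 fold change was at least 1 in size for 141 of the higher genes and 2 of the lower genes. For 11.2% of the genes tested, the 3 CX3CL1 libraries did not overlap the 3 untreated libraries, where chance gives 10%. Leaving out 1 library at a time gave from 152 changed genes, without untreated replicate 3, to 268, without CX3CL1 replicate 2. The number of lower genes ran from 8, without untreated replicate 3, to 38, without CX3CL1 replicate 2, with 11 without untreated replicate 2, 13 without CX3CL1 replicate 1 and 9 without CX3CL1 replicate 3.

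The heatmap of Figure 5A names 27 genes. All 27 had a positive log2 fold change, with a median of 2.06, and in each of them every CX3CL1 library was above every untreated library. Of the 27 genes, 22 were called higher over all genes tested and 26 when adjusted over the list alone. The study chose this list on the same libraries, so the second count is not independent evidence. The 5 genes not called over all genes tested were CSF2, CXCL11, IFI205, IL1A and NLRP3, and with a pseudocount of 0.1 in place of 1 the number called was 26. The number called fell to 19 without the filter on low TPM and 20 when genes needed a mean of 1 TPM. It was 18 without untreated replicate 2 or without untreated replicate 3. IL13RA2, the receptor subunit on chromosome X from 147383478 to 147429192, rose from 0.354 ± 0.0593 TPM (SD, n = 3) to 4.78 ± 0.829 TPM (SD, n = 3). Its log2 fold change was 2.09 (standard error 0.13, adjusted p = 6.9e-06).

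On the log2(TPM + 1) scale, which favours genes with higher TPM, the 5 largest rises over all genes tested were those of CXCL1, CXCL5, CCL2, PRL2C2 and CXCL10. PRL2C2 had a log2 fold change of 3.32 (standard error 0.25, adjusted p = 4.3e-05), and its value is uncertain because its family has near-identical copies. CXCL10 had a log2 fold change of 3.10 (standard error 0.62, adjusted p = 0.018), and it lost its call without the filter on low TPM and in 5 of the 6 fits that each left out 1 library. The largest fall on this scale was that of KAZALD1, with a log2 fold change of -1.21 (standard error 0.24, adjusted p = 0.0154), which lost its call without the filter and without untreated replicate 2 or CX3CL1 replicate 3.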

Interestingly, production of several cytokines that promote tumor immune resistance was upregulated when CT26 tumor cells were treated with CX3CL1 (**Figures 5A, B**). This included upregulation of CXCL1, CSF-2, and IL-6 mRNA in CT26 following CX3CL1 treatment as confirmed through RNA-sequencing (**Figure 5A**). Moreover, several chemokines that are known to play a prominent role in metastasis of cancer cells, namely, CCL2, CCL5, CCL7, CCL20, CXCL1, CXCL3, CXCL5, and CXCL11 were upregulated in CT26 after treatment with CX3CL1 (**Figure 5A**). In addition, metalloproteinases MMP3, MMP9, MMP10 and MMP13, known to promote tumor growth (63), were upregulated by CX3CL1 mediated activation of CX3CR1 (**Figure 5A**). Moreover, IL-1, and NLRP3 were also upregulated, indicating development of an inflammasome signature in the tumor (**Figure 5A**). 

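CXCL1, on chromosome 5 from 90891245 to 90893121, rose from 4.96 ± 1.51 TPM (SD, n = 3) in untreated cells to 439.5 ± 163 TPM (SD, n = 3) with CX3CL1. The log2 fold change of CXCL1 was 6.17 (standard error 0.38, adjusted p = 6.9e-06). With each library left out in turn, it stayed between 5.89 and 6.40. CXCL1 lies beside similar chemokine genes, CXCL2 and CXCL3, with which reads could have been shared. IL6, on chromosome 5 from 30013114 to 30019975, rose from 0.283 ± 0.109 TPM (SD, n = 3) to 2.13 ± 0.514 TPM (SD, n = 3), a log2 fold change of 1.28 (standard error 0.22, adjusted p = 0.0068). CSF2, on chromosome 11 from 54247270 to 54249899, was 0.244 ± 0.114 TPM (SD, n = 3) without treatment and 1.83 ± 0.641 TPM (SD, n = 3) with CX3CL1. Its log2 fold change of 1.17 (standard error 0.29) had an adjusted p of 0.074 and was not called, although the 3 CX3CL1 libraries were all above the 3 untreated libraries. CSF2 was called under some alternatives, among them a pseudocount of 0.1, where its log2 fold change was 2.50. Over all alternatives its adjusted p ran from 0.0078 to 0.262.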

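CCL2 and CCL7 lie side by side on chromosome 11, from 82035577 to 82037452 and from 82045712 to 82047525. CXCL5, on chromosome 5 from 90759298 to 90761625, lies close to CXCL3, from 90786101 to 90788093. CXCL5 was 0.0797 ± 0.0917 TPM (SD, n = 3) in untreated cells and 21.7 ± 10.7 TPM (SD, n = 3) with CX3CL1, a log2 fold change of 4.30 (standard error 0.35, adjusted p = 6.1e-05). CCL5 started higher, at 7.57 ± 1.09 TPM (SD, n = 3), and reached 25.7 ± 11.9 TPM (SD, n = 3), a log2 fold change of 1.56 (standard error 0.31, adjusted p = 0.0156). The log2 fold change was 3.65 for CCL2 (adjusted p = 0.0026), 2.64 for CCL7 (adjusted p = 0.011), 2.73 for CCL20 (adjusted p = 1.3e-04) and 2.34 for CXCL3 (adjusted p = 5.8e-04). CCL5 and CCL7 lost their calls without the filter on low TPM and in 3 of the 6 fits that each left out 1 library. CXCL11 rose by a log2 fold change of 2.06 (standard error 0.56) that was not called (adjusted p = 0.113). Its untreated libraries were uneven, at 1.04 TPM in replicate 1 and 0.105 and 0.117 TPM in the others. CXCL11 was called under some alternatives, among them a pseudocount of 0.1, and its adjusted p over all alternatives ran from 0.0074 to 0.416. Of 38 CC and CXC chemokine symbols, 19 passed the filter and 9 were called, each of them higher. The 9 were CCL2, CCL5, CCL7, CCL20, CXCL1, CXCL3, CXCL5, CXCL10 and PPBP, and each was also called after median-ratio scaling and quantile normalization.

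**Figure D1:**
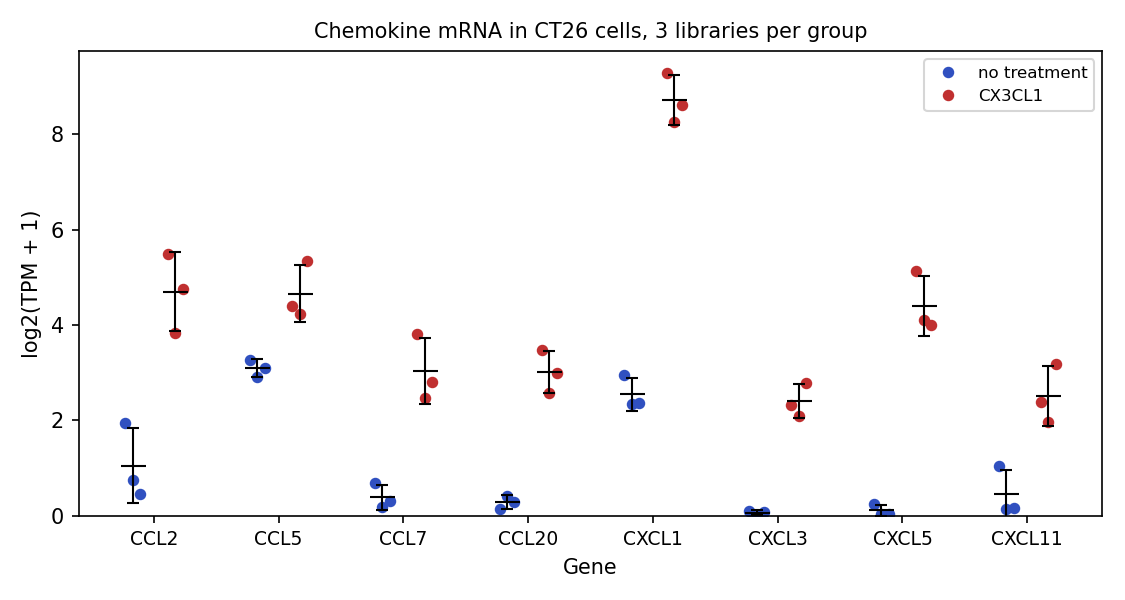
Log2(TPM + 1) of 8 chemokines (y axis) in untreated CT26 cells (blue) and CT26 cells treated with CX3CL1 (red), by gene (x axis), where each point is 1 library, the long bar is the mean and the whiskers are the SD of 3 libraries. For each of the 8 genes, all 3 CX3CL1 libraries lie above all 3 untreated libraries.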

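MMP3, MMP10 and MMP13 lie in a cluster on chromosome 9 between 7272514 and 7510242, and MMP9 lies on chromosome 2 from 164940326 to 164955850. MMP13 had the highest level of the 4, at 1.43 ± 0.489 TPM (SD, n = 3) in untreated cells and 6.58 ± 1.72 TPM (SD, n = 3) with CX3CL1. Its log2 fold change was 1.63 (standard error 0.23, adjusted p = 0.0021). MMP10 rose from 0.533 ± 0.271 TPM (SD, n = 3) to 1.94 ± 0.497 TPM (SD, n = 3), a log2 fold change of 0.94 (standard error 0.17, adjusted p = 0.0075). MMP9 and MMP3 were both low. MMP9 went from 0.0808 ± 0.0261 TPM (SD, n = 3) to 1.33 ± 0.448 TPM (SD, n = 3), a log2 fold change of 1.09 (standard error 0.19, adjusted p = 0.0075). MMP3 went from 0.0989 ± 0.0296 TPM (SD, n = 3) to 0.573 ± 0.182 TPM (SD, n = 3), with a log2 fold change of 0.51 (standard error 0.10, adjusted p = 0.0154). MMP3 lost its call in the fit of only the 6 libraries compared and in 4 of the 6 fits that each left out 1 library, while MMP9, MMP10 and MMP13 were called in all 6 of those fits. Neither MMP3 nor MMP9 entered the test when genes needed a mean of 1 TPM. Of 23 matrix metalloproteinase symbols, 9 passed the filter, and these 4 were the only ones called. Each of the 4 was also called after median-ratio scaling and after quantile normalization.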

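IL1A and IL1B, the genes of the IL-1 cytokines, were near the floor of the measurement in untreated cells and with CX3CL1 alone. IL1A, on chromosome 2 from 129299609 to 129310186, was listed at 0.0602, 0.0205 and 0 TPM in the 3 untreated libraries and at 0.451, 0.245 and 0.451 TPM in the 3 CX3CL1 libraries. Its log2 fold change was 0.43 (standard error 0.30, adjusted p = 0.971), and it was not called in this comparison under any alternative. In the presence of IFN-γ, IL1A rose from 0.842 ± 0.790 TPM (SD, n = 3) to 5.08 ± 2.82 TPM (SD, n = 3) with CX3CL1, a log2 fold change of 1.71 (standard error 0.30, adjusted p = 0.0283). That call was lost with a pseudocount of 0.1, without the filter, in the fit of only the libraries compared, after centring by GC content and length, and in 4 of the 6 fits that left out 1 library. IL1B was listed at 0.0959 TPM in untreated replicate 1, at 0.0449 TPM in CX3CL1 replicate 1 and at 0 in the other 4 libraries, and did not pass the filter. NLRP3, on chromosome 11 from 59541569 to 59566955, was 0.393 ± 0.188 TPM (SD, n = 3) in untreated cells and 2.02 ± 1.06 TPM (SD, n = 3) with CX3CL1. Every CX3CL1 library was above every untreated library, but its log2 fold change of 1.07 (standard error 0.35) was not called (adjusted p = 0.253). NLRP3 was called under some alternatives, among them a pseudocount of 0.1, where its log2 fold change was 2.06, and over all alternatives its adjusted p ran from 0.0086 to 0.649.

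The genes of 2 inflammatory caspases were called higher. CASP4 rose from 3.11 ± 1.49 TPM (SD, n = 3) to 16.0 ± 1.66 TPM (SD, n = 3), a log2 fold change of 2.10 (standard error 0.30, adjusted p = 0.0022). CASP1 rose from 16.2 ± 4.21 TPM (SD, n = 3) to 31.3 ± 3.19 TPM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.19, adjusted p = 0.0196), and lost its call without the filter and in 4 of the 6 fits that left out 1 library. A list of 16 NLRP3 inflammasome components had 11 genes tested, of which 8 had a positive log2 fold change and 3 were called higher (CASP1, CASP4 and GSDMD), with a median of 0.05. The median ran from 0.02, without untreated replicate 3, to 0.18, without untreated replicate 1. The adjusted p of the list was 3.0e-04 with limma's camera, 0.0123 with fry and 0.0588 with camera when the correlation between genes was estimated.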

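NFKB1 and NFKB2 encode the precursors of 2 NF-kB subunits. NFKB1, on chromosome 3 from 135584655 to 135691969, was 72.3 ± 6.10 TPM (SD, n = 3) in untreated cells and 138 ± 14.4 TPM (SD, n = 3) with CX3CL1. Its log2 fold change was 0.93 (standard error 0.10, adjusted p = 2.5e-04), and it was called in each of the 6 fits that left out 1 library. NFKB2, on chromosome 19 from 46300994 to 46312400, had a log2 fold change of 0.90 (standard error 0.20, adjusted p = 0.031). It lost its call without the filter on low TPM, with quantile normalization, in the fit of only the libraries compared and in 5 of the 6 fits that left out 1 library. RELA, which encodes another subunit, was 57.2 ± 3.07 TPM (SD, n = 3) without treatment and 66.2 ± 7.89 TPM (SD, n = 3) with CX3CL1, a difference that was not called (log2 fold change 0.20, standard error 0.13, adjusted p = 0.903).

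The regulators of NF-kB named in Figure 5A were also higher. NFKBIA, which encodes an inhibitor of NF-kB, rose from 16.8 ± 4.78 TPM (SD, n = 3) to 85.3 ± 29.1 TPM (SD, n = 3), a log2 fold change of 2.25 (standard error 0.30, adjusted p = 0.0013). NFKBIZ rose from 6.35 ± 0.767 TPM (SD, n = 3) to 45.6 ± 3.37 TPM (SD, n = 3), a log2 fold change of 2.67 (standard error 0.24, adjusted p = 1.3e-04). BCL3 rose from 1.18 ± 0.359 TPM (SD, n = 3) to 5.60 ± 0.866 TPM (SD, n = 3) with an adjusted p of 0.0153, and lost its call without the filter and in 4 of the 6 fits that left out 1 library. In a list of 46 NF-kB target genes, which holds 14 genes of Figure 5A, 41 genes were tested. Of these, 40 had a positive log2 fold change and 24 were called higher, with a median of 1.27. The adjusted p of the list was 2.3e-64 with camera, 9.5e-04 with fry and 0.020 with the estimated correlation.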

NF-kB mediates cancer development and progression, and we found that NF-kB mRNA was upregulated upon CX3CL1 addition indicating a relationship between CX3CR1 activation and NF-kB signaling (**Figure 5A**). We next tested whether CX3CL1 will induce these soluble mediators in the presence of IFN-γ, and TNF-α since these inflammatory mediators are likely to be present in the tumor microenvironment and could potentially reduce CX3CL1 induced signals. We treated CT26 tumor cells with IFN-γ, and TNF-α followed by treatment with CX3CL1 and obtained comparable results wherein CX3CL1 induced robust expression of genes that promote tumor immune-resistance and generate a pro-metastatic niche (**Figure 5B**). 

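The labels of the libraries and the legend of Figure 5B name IFN-γ alone, and the libraries are called IFN-γ here. In cells treated with IFN-γ, the addition of CX3CL1 gave 41 higher and 2 lower genes of the 11878 tested. With the replicate number as a block, 95 genes were called, and all 43 were among them. The fit of only the 6 libraries compared called 20 genes, and without the filter on low TPM 28 genes were called. Leaving out 1 library at a time gave from 16 genes, without IFN-γ + CX3CL1 replicate 3, to 54, without IFN-γ + CX3CL1 replicate 2. Without IFN-γ replicate 1, 2 or 3 the number was 26, 17 or 23, and without IFN-γ + CX3CL1 replicate 1 it was 17. For 16.3% of the genes tested the 2 groups of 3 libraries did not overlap, where chance gives 10%.

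All 11 genes of Figure 5B were called higher, over all genes tested and also when adjusted over the list alone, which the study chose on these libraries. CXCL5 had the largest log2 fold change, 4.34 (standard error 0.35, adjusted p = 1.1e-04), and rose from 1.79 ± 1.16 TPM (SD, n = 3) with IFN-γ to 54.9 ± 19.1 TPM (SD, n = 3) with IFN-γ and CX3CL1. CXCL1 rose from 55.0 ± 16.4 TPM (SD, n = 3) to 1090 ± 537 TPM (SD, n = 3), a log2 fold change of 4.17 (standard error 0.38, adjusted p = 2.6e-04). IL6 rose from 4.39 ± 0.114 TPM (SD, n = 3) to 22.7 ± 8.23 TPM (SD, n = 3), a log2 fold change of 2.07 (standard error 0.22, adjusted p = 7.5e-04). CXCL2, which Figure 5A does not name, had a log2 fold change of 2.36 (standard error 0.22, adjusted p = 3.3e-04). The smallest log2 fold change was 0.53 for MMP3 (standard error 0.10, adjusted p = 0.047), which lost its call in each of the 6 fits that left out 1 library. MMP10 lost its call in 4 of those fits and MMP13 in 2. In the fit of only the libraries compared, 8 of the 11 genes were called, without MMP3, MMP10 and MMP13. MMP10 also lost its call with a pseudocount of 0.1 and without the filter, and MMP3 after centring by GC content and length.

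Of the 27 genes of Figure 5A, 12 were called higher with CX3CL1 in the presence of IFN-γ and 20 when adjusted over the list alone, and all 27 had a positive log2 fold change. Of the 11 genes of Figure 5B, 10 were called higher without IFN-γ. The exception, CXCL2, was listed at 0 in the 3 untreated libraries and at 0.300, 0.970 and 0.655 TPM with CX3CL1. It was called with a pseudocount of 0.1, and its adjusted p over all alternatives ran from 0.00145 to 0.532. The difference between the CX3CL1 effects with and without IFN-γ was tested as an interaction, and 0 genes passed the threshold, with 273 at an unadjusted p under 0.05. With the replicate block, 52 genes passed, 3 with a positive and 49 with a negative interaction. From the expression of the genes in Figure 5B, the paper reports results comparable to those with CX3CL1 alone, with CX3CL1 inducing genes for immune resistance and a pro-metastatic niche.

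**Figure D2:**
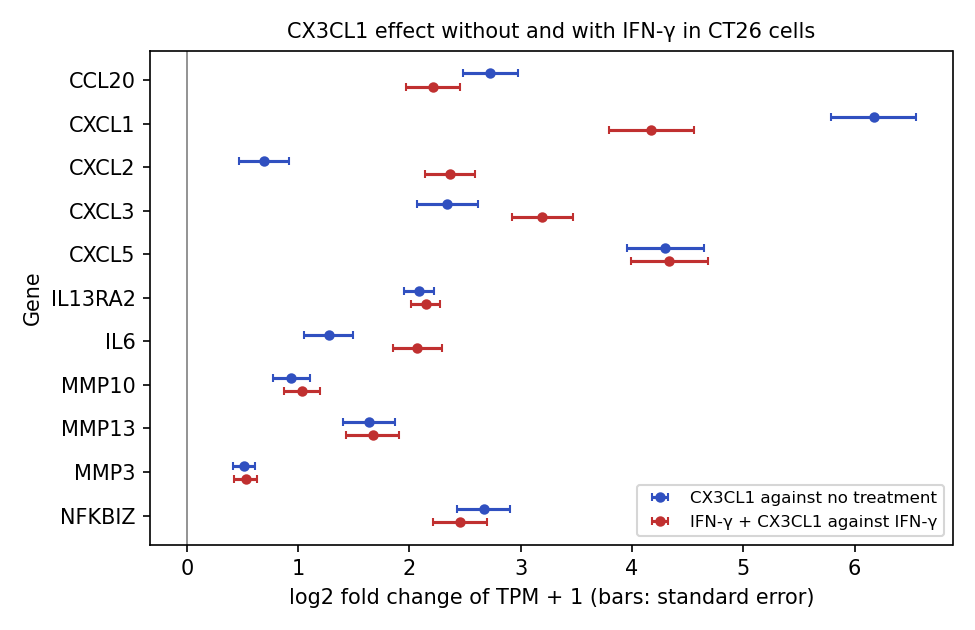
Log2 fold change of TPM + 1 with its standard error (x axis) for the 11 genes of Figure 5B (y axis), for CX3CL1 against no treatment (blue) and IFN-γ + CX3CL1 against IFN-γ (red), 3 libraries per group. All 11 genes lie above 0 in both comparisons, from 0.51 for MMP3 to 6.17 for CXCL1 without IFN-γ.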

A pathway analysis of genes upregulated in **Figure 5A** showed enrichment of immune-suppressive pathways; IL-10 signaling, IL-13 signaling, matrix metalloproteinase and NLRP3 inflammasome in CT26 tumors following treatment with CX3CL1 (**Figure 5C**).

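The 27 genes of Figure 5A were compared with Reactome terms by Fisher's exact test. The background was the 3988 tested genes that belong to at least 1 of the 1033 terms, and 18 of the 27 genes were in it. After Benjamini-Hochberg adjustment, 11 terms passed, led by Chemokine receptors bind chemokines with 8 of its 18 genes (adjusted p = 1.2e-12, Fisher's exact test). Activation of Matrix Metalloproteinases held 4 of its 11 genes, MMP3, MMP9, MMP10 and MMP13 (adjusted p = 1.4e-05, Fisher's exact test). The NLRP3 inflammasome held only NLRP3 of its 9 genes (unadjusted p = 0.0399, adjusted p = 1.00, Fisher's exact test), and Interleukin-1 signaling held 2 of 36 genes, IL1A and MAP3K8 (unadjusted p = 0.0111, adjusted p = 0.762). Because the genes of Figure 5A were chosen for their rise, these values describe what the list holds.

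The 7 terms of Figure 5C named in the methods of this re-analysis were also tested over all genes, without choosing genes first. The paper reports these terms from the same libraries, so the tests are not independent evidence for Figure 5C. The median log2 fold change with CX3CL1 was 0.01 for Activation of Matrix Metalloproteinases (11 genes, 4 called higher, camera adjusted p = 0.0021) and 0.04 for The NLRP3 inflammasome (9 genes, 1 called higher, camera adjusted p = 0.0781). With the correlation between genes estimated, their adjusted p were 0.0681 and 0.340, and with fry 0.0067 and 0.281. G alpha i signalling events had a median of 0.09 over 39 genes (camera adjusted p = 1.8e-07) and passed under fry and with the estimated correlation. So did GPCR ligand binding, with a median of 0.02 over 66 genes. The genes called higher in the former were ACKR3, C3, CCL5, CCL20, CXCL1, CXCL3, CXCL5, CXCL10 and PPBP. GPCR ligand binding held the same genes with CCL7 and GPR39. Most of them are the chemokines already described, so these terms are not separate evidence of receptor signalling. Regulation of IFNA signaling had a median of 0.23 over 12 genes, of which 3 were called higher (camera adjusted p = 6.0e-07). With 1 library left out, that median ran from 0.183 (without untreated replicate 2) to 0.350 (without CX3CL1 replicate 2). Across the fits that each left out 1 library, the median ran from -0.0404 (without untreated replicate 2) to 0.175 (without untreated replicate 1) for The NLRP3 inflammasome and from 0.0257 (without untreated replicate 3) to 0.0794 (without untreated replicate 2) for Activation of Matrix Metalloproteinases. For GPCR ligand binding it ran from -0.0044 (without untreated replicate 3) to 0.0773 (without untreated replicate 1). The Reactome terms for IL-10 signaling and for IL-4 and IL-13 signaling were not analysed here. A list of 43 IL-10 regulated mediators, of which Figure 5A holds 7, was written by hand beforehand. It shares 16 genes with the list of NF-kB target genes, so it is not evidence separate from NF-kB. Of its 26 tested genes, 25 had a positive log2 fold change and 9 were called higher, with a median of 0.58 and an adjusted p of 1.8e-24 with camera, 0.0026 with fry and 0.0223 with the estimated correlation.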

**Figure 5:**
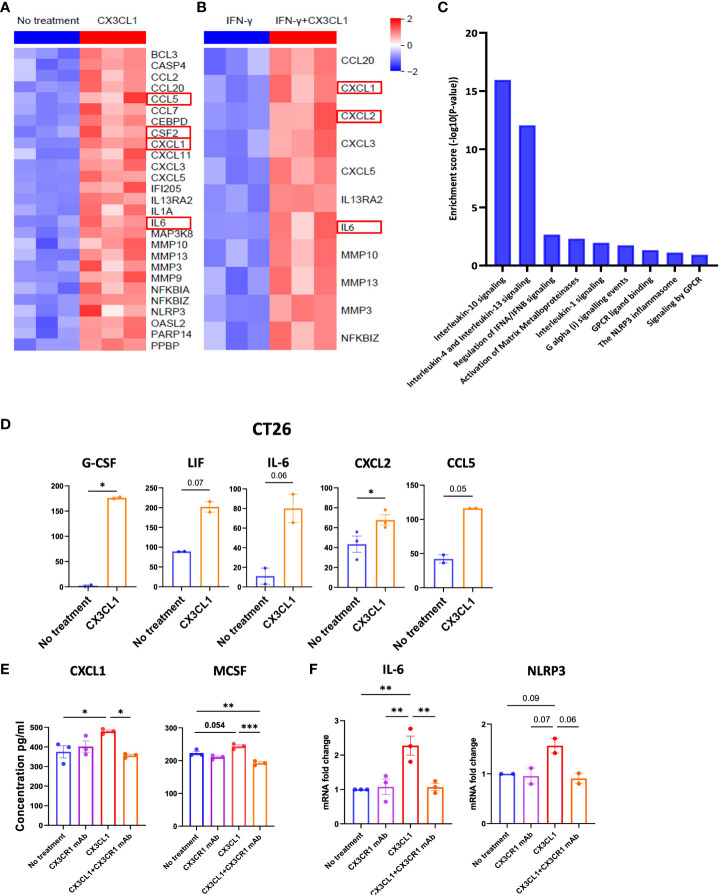
CX3CR1 mAb can reduce the secretion of immunosuppressive soluble mediators in the CT26 tumor. Heatmap of mRNA expression of CT26 tumor cell line treated with **(A)** CX3CL1 (2 µg/ml) or no treatment **(B)** IFN-γ (100 ng/ml) or IFN-γ + CX3CL1, for 8 hours (n=3). **(C)** Pathway enrichment analysis from **(A)** using Reactome database. **(D)** Quantification of G-CSF, LIF, IL-6, CXCL2 and CCL5 secreted from CT26 with CX3CL1 (2 µg/ml) for 24 hour or no treatment. Data combined from two independent experiments. Data as standard error of the mean, paired t-test. *p<0.05. **(E)** Quantification of CXCL1 and MCSF secreted from CT26 tumor cell line treated with no treatment, CX3CL1 (2 µg/ml), CX3CR1 mAb (10 µg/ml), CX3CL1 (2 µg/ml) + CX3CR1 mAb (10 µg/ml) after 24 hours. Data representative of two independent experiments. **(F)** IL-6 and NLRP3 mRNA from CT26 tumor cell line treated with no treatment, CX3CL1 (2 µg/ml), CX3CR1 mAb (10 µg/ml), CX3CL1 (2 µg/ml) + CX3CR1 mAb (10 µg/ml) after 8 hours. RNA quantified using RT-qPCR. Data combined from two-three independent experiments. Data as one way ANOVA with Tukey’s test. *p<0.05, **p<0.01, ***p<0.001.

CX3CL1 upregulated the secretion of multiple chemoattractants involved in the trafficking and differentiation of myeloid derived suppressor cells (MDSC) in the tumor including high levels of CXCL1, G-CSF, IL-6, LIF (another member of the IL-6 family), CXCL2 (also known as macrophage inflammatory protein-2 alpha or MIP-2α), and CCL5 (also known as RANTES) (**Figure 5D**).

These results show the CX3CL1-CX3CR1 chemokine axis can upregulate mediators that attract immune suppressive myeloid populations and provide a mechanism whereby the axis can promote tumor immune evasion.

### 3.7 CX3CR1 mAb blockade can reduce the secretion of immunosuppressive soluble mediators by the CT26 tumor

We next sought to investigate the mechanisms through which the combination therapy had a higher survival benefit than single agent anti-PD-1 therapy. Since CX3CL1 signaling through CX3CR1 leads to secretion of immunosuppressive mediators by the CT26 tumor (**Figures 5A–D**), we hypothesized that CX3CR1 antibody could reduce the secretion of these mediators. Therefore, we investigated the capacity of CX3CR1 mAb to alter CX3CL1-CX3CR1 mediated effects. To test this, we pre-treated CT26 tumor cells with 10 µg/ml of the CX3CR1 mAb followed by addition of CX3CL1 recombinant protein. Pre-treatment with CX3CR1 mAb antibody resulted in a significant reduction in CXCL1 and M-CSF secretion indicating successful blockade of CX3CL1-mediated immune suppressive signals through CX3CR1 (**Figure 5E**). A reduction in IL-6 and NLRP3 mRNA was also observed (**Figure 5F**). Since tumors exploit the CX3CL1-CX3CR1 axis to make a more immune suppressive microenvironment, blocking this axis has the potential to prevent its pro-tumorigenic function.

### 3.8 Induction of CX3CL1 and CX3CR1 in CT26 by inflammatory mediators

We treated the CT26 tumor cell line with inflammatory cytokines IFN-γ and TNF-α for 24 hours and observed a 1.3-1.5-fold increase in the MFI of CX3CR1 expression compared with untreated cells (**Supplementary Figure 5A**).

The CX3CR1 ligand, CX3CL1, has been shown to be expressed on tumor cells and facilitates their migration. A unique feature of CX3CL1 as a chemokine is that it is found in membrane bound and soluble forms. The soluble form of CX3CL1 can be produced by cleavage from the membrane bound form by metalloproteinase (64, 65). Our expression analysis of CX3CL1 on mouse tumors showed that CT26 did not express CX3CL1 (**Supplementary Figure 5B**) (**Supplementary Figure 5A** and **Supplementary Table 2**).

In addition, CCL26 (Eotaxin) is a second binding partner of CX3CR1 but has 10-20-fold lower affinity than CX3CL1 (66). CCL26 is expressed only as a soluble protein. We found that CT26 did not have detectable levels of CCL26 (data not shown).

### 3.9 Expression of the CX3CL1-CX3CR1 axis in human cancers

To investigate the expression of the CX3CL1-CX3CR1 axis in human cancers, we used the TCGA and GTEx databases and examined the expression of CX3CR1 and CX3CL1 in human tumors versus their expression in normal tissue (**Figure 6**). We found multiple human tumor types expressed CX3CR1 with GBM (Glioblastoma), LGG (Low Grade Glioma), LAML (Acute Myeloid Leukemia), KIRC (Kidney Renal Clear Cell Carcinoma), KIRP (Kidney Renal Papillary Cell Carcinoma) having notably high expression compared with the normal tissue. CX3CL1 showed high expression in KIRC (Kidney Renal Clear Cell Carcinoma), and KIRP (Kidney Renal Papillary Cell Carcinoma). We next investigated survival in cancer patients based on CX3CR1 expression. LAML (Acute Myeloid Leukemia) and LUSC (lung squamous cell carcinoma) patient samples with high CX3CR1 expression had significantly worse overall survival and relapse free survival than those with low CX3CR1 expression (**Figure 6**).

**Figure 6:**
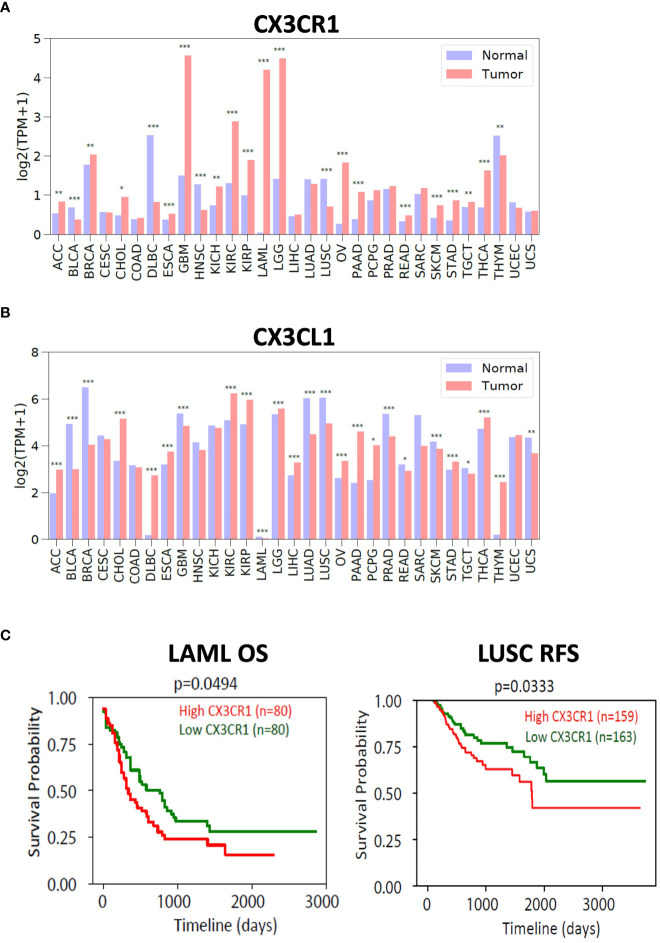
Expression of CX3CR1 and CX3CL1 in human tumors. Analysis of **(A)** CX3CR1 and **(B)** CX3CL1 expression (TPM; transcripts per million) in human tumors and normal tissue using TCGA and GTEX database. R package limma was used for statistical analysis. *p<0.05, **p<0.01, ***p<0.001. Human tumors defined as ACC (Adenoid cystic carcinoma), BLCA (Bladder urothelial carcinoma), BRCA (Breast carcinoma), CHOL (Cholangiocarcinoma), COAD (Colon adenocarcinoma), DLBC (Diffuse large B cell lymphoma), ESCA (Esophageal carcinoma), GBM (Glioblastoma), HNSC (Head and neck squamous cell carcinoma), KICH (Kidney chromophobe), KIRC (Kidney renal clear cell carcinoma), KIRP (Kidney renal papillary cell carcinoma), LAML (Acute myeloid leukemia), LGG (Low grade gliomas), LIHC (Liver hepatocellular carcinoma), LUAD (Lung adenocarcinoma), LUSC (Lung squamous cell carcinoma), OV (Ovarian carcinoma), PAAD (Pancreatic ductal adenocarcinoma), PCPG (Pheochromocytoma and paraganglioma), PRAD (Prostate adenocarcinoma), READ (Rectum adenocarcinoma), SARC (Sarcoma), SKCM (Skin cutaneous melanoma), STAD (Stomach adenocarcinoma), TGCT (Testicular germ cell tumors), THCA (Thyroid carcinoma), THYM (Thymoma), UCEC (Uterine corpus endometrial carcinoma), UCS (Uterine carcinosarcoma). **(C)** Analysis of overall survival (OS) and relapse free survival (RFS) in LAML (acute myeloid leukemia) and LUSC (lung squamous cell carcinoma). High (in red) and Low (in green) CX3CR1 based on the median value. R package survival was used for statistical analysis. P values as indicated.

Our results support a role for the CX3CL1-CX3CR1 axis in tumor immune evasion. Though it is well known that the axis is important in chemotaxis, its functions in immune evasion should be further explored.

## 4 Discussion

MDSC represents a major resistance mechanism that limits the response to anti-PD-1. A strategy that targets MDSC in combination with anti-PD-1 immunotherapy can improve responses (4, 5). Here, we test a novel CX3CR1 monoclonal antibody that blocks the CX3CL1-CX3CR1 interaction and promotes responses to anti-PD-1 immunotherapy in a mouse tumor model. Our results show that the response to PD-1 mAb + CX3CR1 immunotherapy is characterized by a remodeling of the myeloid compartments in the tumor with the combination treatment skewing the myeloid populations towards fewer MDSC and more mature macrophages. Our data suggest that the axis can be involved in the MDSC-mediated mechanism of resistance to anti-PD-1 immunotherapy.

We observe higher survival and response in the syngeneic immunocompetent CT26 tumor model when anti-CX3CR1 is combined with anti-PD-1. Both anti-PD-1 and anti-PD-1 + anti-CX3CR1 long-term survivor mice show immunological memory. Generation of effector memory may be the central mediator of immunological memory based on previous studies (67). CX3CR1 is known to promote migration of CX3CR1+ tumor cells (14–18) and our anti-CX3CR1 antibody reduces the migration of CX3CR1+ CT26 colorectal carcinoma. In addition, the CX3CR1 mAb reduces secretion of soluble mediators from the tumor and reduces the abundance of immune suppressive myeloid cell populations while increasing the percentage of mature macrophages. Treatment with CX3CR1 mAb also resulted in a reduction of NLRP3 mRNA, a component of the tumor inflammasome. Previous studies have shown that NLRP3 inhibition (68) reduces MDSC infiltration into the tumor suggesting an additional mechanism for how CX3CR1 mAb blockade can reduce tumor immune evasion.

The CX3CL1-CX3CR1 axis activates multiple oncogenic programs in the tumor including PI3K/Akt, ERK, EGFR, p38, β-integrin, MMP2/9/14, ICAM, VCAM, JAK/STAT, MAPK, ICAM and p38 (14, 19–36). 

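Of the MAP kinase genes, MAP3K8 is named in Figure 5A, and MAPK14 encodes the kinase p38α. MAP3K8, on chromosome 18 from 4331325 to 4352953, rose from 0.564 ± 0.140 TPM (SD, n = 3) in untreated CT26 cells to 2.77 ± 0.197 TPM (SD, n = 3) after 8 hours of CX3CL1, a log2 fold change of 1.27 (standard error 0.19, adjusted p = 0.0026). MAPK14 mRNA did not differ, at 63.7 ± 5.53 TPM (SD, n = 3) without treatment and 64.6 ± 4.73 TPM (SD, n = 3) with CX3CL1 (log2 fold change 0.02, standard error 0.09), and its direction changed with quantile normalization. PARP14, an interferon-stimulated PARP gene named in Figure 5A, rose from 7.27 ± 2.42 TPM (SD, n = 3) to 35.1 ± 8.65 TPM (SD, n = 3), a log2 fold change of 2.14 (standard error 0.34, adjusted p = 0.0033). PARP1 did not rise and had a log2 fold change of -0.14 (standard error 0.09, adjusted p = 0.882).

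Of the genes of secreted mediators, PPBP, which encodes CXCL7 and lies on chromosome 5 from 90768518 to 90770063, rose from 0.407 ± 0.131 TPM (SD, n = 3) to 2.35 ± 0.236 TPM (SD, n = 3), a log2 fold change of 1.25 (standard error 0.12, adjusted p = 1.3e-04). LIF rose from 7.43 ± 0.925 TPM (SD, n = 3) to 20.8 ± 5.13 TPM (SD, n = 3), a log2 fold change of 1.35 (standard error 0.25, adjusted p = 0.0123), and lost its call without the filter on low TPM and in 4 of the 6 fits that left out 1 library. CSF3, which encodes G-CSF, was listed at 0 in the 3 untreated libraries and at 2.08, 0.110 and 0.773 TPM in the 3 CX3CL1 libraries. Its log2 fold change of 0.87 (standard error 0.44) was not called (adjusted p = 0.735). With 1 library left out, the log2 fold change of CSF3 ran from 0.49 (without CX3CL1 replicate 1) to 1.23 (without CX3CL1 replicate 2).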

Our results show that this axis generates a pro-tumorigenic and immunosuppressive program as MAPK38, PARP, NLRP3, MMP3/9/10/13, NF-kB, IL-1 are upregulated and multiple soluble mediators including G-CSF, CCL2, CCL5 (alias; RANTES), CXCL7, CCL20 (alias; macrophage inflammatory protein-3; MIP-3α), CXCL1, CXCL3, CXCL5, CXCL11, IL-6, LIF (member of the IL-6 family) are secreted when CX3CR1 positive CT26 tumor cells are treated with CX3CL1 recombinant protein. These factors are known to drive the migration of immune suppressive myeloid cells (MDSC) into tumor (6). Thus, we show how the CX3CL1-CX3CR1 axis in CX3CR1+ tumors can be responsible for inducing the secretion of soluble factors that recruit and maintain MDSC. We further show that M-MDSC and M2 macrophages have high expression of CX3CR1, consistent with previous reports (69, 70).

Secretion of soluble CX3CL1 can be part of a feedback loop to maintain a CX3CR1 driven immune-suppressive signaling program in the tumor. Adaptive resistance to immune attack can be mediated by tumor cells increased expression of PD-L1 on their cell surface in response to IFN-γ. CX3CL1 expression is also known to increase in response to IFN-γ and TNF-α (71) due to STAT1 and NF-kB response elements in the CX3CL1 promoter. Our study confirmed that IFN-γ and TNF-α inflammatory mediators can increase CX3CR1 cell surface expression in CT26 but did not upregulate CX3CL1 in CT26. Activated T cells can also express CX3CR1 (72) and require cell to cell contact with the tumor to mediate tumor cell lysis. Indeed, high serum concentrations of soluble CX3CL1 were associated with low T cell cytotoxicity while low serum concentrations of soluble CX3CL1 were associated with high T cell cytotoxicity at the tumor site in a mouse model of adoptive T cell therapy of colon carcinoma (73).

Small molecule antagonists to CX3CR1 such as JMS-17-2 bind to both CX3CR1 and CCR1 (34). Thus, a limitation of small molecule CX3CR1 antagonists is that they are not specific to CX3CR1 and can bind to additional members of the GPCR family. In addition, toxicities due to non-specific binding of the antagonist can occur. In addition, these antagonists do not show selective bias for cells with higher target expression unlike an antibody-mediated effect. Moreover, there is often promiscuity in binding of chemokines to chemokine receptors. For example, chemokine CXCL12 binds to both CXCR4 and CXCR7 in glioblastoma (28, 74). Since tumors can co-express multiple chemokine receptors (28, 52, 74, 75), blockade of one receptor-ligand axis could still allow function through a second receptor-ligand axis to promote tumorigenic effects. Thus, an important advantage of targeting CX3CR1 is that CX3CR1 is the only binding receptor for CX3CL1 (76). As our knowledge deepens of the important cell types involved in the anti-tumor response mediated by anti-CX3CR1 mAb, an adaptation of the mAb design into a bi-specific to specifically target myeloid or other immune suppressive populations could be investigated. For successful translation to human, a fully human or humanized anti-human CX3CR1 mAb would need to be generated in order to avoid anti-antibody effects on therapeutic efficacy.

In summary, our results show that the CX3CL1-CX3CR1 axis can promote tumorigenesis and immune-suppression by 1) Signaling through CX3CR1 that recruits myeloid populations and enhances secretion of soluble mediators by the tumor; 2) Increase of NLRP3 inflammasome component in the tumor; 3) Increase of pro-tumorigenic programs in the tumor. By reducing these activities, the CX3CR1 monoclonal antibody can disrupt recruitment, facilitate remodeling, and alter the MDSC compartment in the tumor microenvironment (**Supplementary Figure 6**), making the combination of CX3CR1 and PD-1 antibody blockade a promising combination therapeutic strategy. Since CX3CR1 is expressed on multiple cancer types, CX3CR1 antibody blockade could show therapeutic efficacy in multiple cancers.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE215269.

## Ethics statement

The animal study was approved by Dana-Farber Cancer Institute Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

AC and GF: Conception and design. AC, XB, YW, MG, PHu, and S-HH: Data acquisition. AC, YW, and MG: analyzed the data and produced the figures. AC, XB, YW, MG, JT, GL, MD, UvA, PHw, and GF contributed to the interpretation of the data. AC and GF wrote the manuscript. AC, XB, YW, MG, PHu, S-HH, GL, MD, UvA, PHw, and GF edited the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

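RNA sequencing of CT26 cells was analysed in 4 groups of 3 biological replicates: no treatment, CX3CL1 (2 µg/ml), IFN-γ (100 ng/ml), and IFN-γ with CX3CL1, each for 8 hours. The conditions were taken from the labels of the libraries, and the doses and time from the legend of Figure 5 and the methods. The authors prepared strand-specific mRNA libraries, aligned the reads to mm10 with STAR in the VIPER pipeline, and tested the gene counts with DESeq2. The deposited values are TPM, which the authors scaled to 1000000 in each library. How counts were turned into TPM, the gene annotation, any filter on genes and the thresholds of the test are not named in the paper's text. The gene counts were not analysed here, so DESeq2 was not repeated.

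The table holds 23636 symbols and 12 columns of values, 1 per library. Of the symbols, 6747 were listed at 0 in every library, 26 had been turned into dates by a spreadsheet and 2 names occurred more than once. TPM carry no read depth, so no counting error was computed, and precision is given by the spread between the 3 replicates. Within groups, no pair of libraries held identical values, and the Pearson correlation of log2(TPM + 1) between replicates ran from 0.984 to 0.996. CX3CL1 replicate 2 was the least alike, with a median absolute log2 difference of 0.266 and 0.262 from the other CX3CL1 libraries, against 0.141 between those 2.

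Tests were computed from the TPM in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with an intensity trend) on log2(TPM + 1), with a pseudocount of 1. The 11878 genes with a mean of at least 0.2 TPM over the 12 libraries were tested, with all libraries in the fit and no block. The comparisons were CX3CL1 against no treatment, IFN-γ + CX3CL1 against IFN-γ, IFN-γ against no treatment, and the interaction, which is the difference between the 2 CX3CL1 effects. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. The fit was tested on simulated data made from these libraries with 200 changed genes. Of these, 188 were recovered at a log2 change of 1, with 7 false calls, and 197 at a log2 change of 2, with 9 false calls. The changed genes were drawn from those with an untreated mean log2(TPM + 1) above 1, and the noise was independent between genes and libraries. The recovery therefore does not cover genes with lower levels, such as IL6, CSF2, NLRP3, MMP3 and IL1A.

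Gene lists were tested with camera at its preset correlation of 0.01, with fry, and with camera at an estimated correlation. These were 4 lists written by hand (NF-kB target genes, interferon-stimulated genes, IL-10 regulated mediators, NLRP3 inflammasome components) and 7 Reactome terms of Figure 5C in the copy installed with fgsea 1.28.0, over 44 tests in all. The Reactome terms for IL-10 and for IL-4 and IL-13 signaling were not used here. Lists of TLR4 receptor components and leukocyte markers were used for values only. Python with pandas 2.3.3 prepared the tables.

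The comparisons, the filter, the pseudocount, the lists, the named genes and most alternatives were fixed before the data were examined. The genes named are those of Figures 5A and 5B, other genes the paper names for CT26 cells treated with CX3CL1 or IFN-γ, members of the lists where a list is discussed, and up to 5 genes with the largest rise and 5 with the largest fall in each comparison among those called whose groups did not overlap. The alternatives were a pseudocount of 0.1, no filter, a mean of at least 1 TPM, median-ratio scaling, quantile normalization, only the libraries compared, no intensity trend, the replicate number as a block, a log2 fold change of at least 1, and leaving out each library in turn. Centring in 10 bins of GC content and 10 of transcript length, alone and with the replicate block, was added after seeing the data. GC content and length came from GENCODE vM21 on GRCm38 and were found for 99.1% of the genes tested.

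The labels give the groups the same replicate numbers. Libraries with the same number deviated together from their group means for IFN-γ and IFN-γ + CX3CL1 (correlations across genes 0.630, 0.635 and 0.649) and for no treatment and IFN-γ (0.429, 0.460 and 0.220). Neither the paper nor the labels say what a number shares, and the pairing rests on these correlations.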

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

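Of the tests in this part, those of GC content and length, of TPM as shares of a fixed total, of mixed RNA, of IFNB1, of an equal rise in TPM and of permuted interactions were chosen only after the result was seen.

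The paper reports no comparison of the RNA sequencing of IFN-γ-treated and untreated cells, although both groups were sequenced. Against no treatment, 932 genes changed, 702 higher and 230 lower, and for 34.2% of the genes tested the libraries of the 2 groups did not overlap, where chance gives 10%. With the replicate block 1929 genes were called, among them all 932. The share of higher genes moved with the scaling: 75.3% with TPM as they are, 64.6% (640 higher and 351 lower) after median-ratio scaling, 50.9% (556 and 536) after quantile normalization and 56.9% (782 and 592) after centring by GC content and length. The 5 largest log2 fold changes were 6.00 for CXCL11, 5.52 for ZBP1, 5.46 for GBP2B, 5.44 for GBP2 and 5.37 for IFI44L, where GBP2 and GBP2B are similar genes that could share reads. Among the genes called whose groups did not overlap, the 5 largest falls were -1.86 for CLDN6, -1.61 for COL3A1, -1.59 for S100A4, -1.58 for RERG and -1.56 for IFI27, and S100A4 lost its call without the filter and in 4 of the 6 fits that left out 1 library. A trend with GC content or length is argued against as the whole cause: log2 fold changes correlated with GC content (Spearman 0.28 across genes), but 850 of the 932 genes were also called after centring, and 924 after centring in the fit with the block. That the falls arise because TPM are shares of a fixed total is argued against by the 351 genes called lower after median-ratio scaling, which removes a shift common to most genes. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and the others gave 0 or 1. Among the 4 splits that part all 3 pairs, fitted with the block, the other 3 gave 0 genes. With 10 splits the share cannot fall under 0.1. A response to IFN-γ is the biological hypothesis that the design names. Leaving out 1 library gave from 530 genes, without untreated replicate 3, to 764, without untreated replicate 1, with 551 without IFN-γ replicate 3. The number of lower genes was under 230 in each of these 6 fits, from 99, without IFN-γ replicate 3, to 162, without untreated replicate 2 or IFN-γ replicate 2.

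Outside Figure 5A, CX3CL1 changed 210 genes, among them LIF, CSF1, NFKB1 and NFKB2, which the paper also names. In a list of 41 interferon-stimulated genes, of which Figure 5A holds 4, 34 were called higher with a median log2 fold change of 1.79 (camera adjusted p = 5.7e-91, fry 0.0014, estimated correlation 0.020). Of all 232 genes changed by CX3CL1, 225 were also called after centring by GC content and length, which argues against that trend as the whole cause (Spearman with GC content -0.26). RNA of IFN-γ-treated cells mixed into the CX3CL1 libraries would raise every IFN-γ gene by the same share of its IFN-γ rise. Of 144 genes with a log2 fold change of at least 2 with IFN-γ, 22 rose by under a share of 0.1 and 17 by over 0.4 in all 3 CX3CL1 libraries, which argues against mixing as the whole cause. The untreated libraries are common to the CX3CL1 and IFN-γ comparisons. They shared 177 called genes, all changed the same way. In 50 simulations that redrew all libraries as unchanged, the untreated ones included, at most 1 gene was shared. Across genes the CX3CL1 and IFN-γ effects correlated at 0.696 against a simulated 0.503, and 59.6% of genes had the same sign against a simulated 66.6%. The simulated noise was independent between genes. Deviations that genes share within a library were left out, so the simulations cannot bound what the shared controls add. Interferon-β made by the cells could carry the interferon response, but IFNB1 was near the floor (log2 fold change 0.20, adjusted p = 1.00; 0.199, 0 and 0.506 TPM with CX3CL1), so this cannot be told apart from no induction at these levels. IFNB1 was chosen after its values were seen. Of the 10 splits of the 6 libraries, 1, the real one, gave 232 genes, and the others gave 0, with the same limit of 0.1 on the share. Whether the interferon response comes from CX3CL1 itself was not tested here.

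The CX3CL1 effect differed with and without IFN-γ in 4 lists by camera on the interaction, although 0 single genes passed the threshold (273 at an unadjusted p under 0.05, 208 of them negative) unless the replicate block was fitted, with which 52 passed, 49 of them negative. For interferon-stimulated genes the median interaction was -1.49, negative in all 41 genes, and ran from -1.69 to -1.36 across the fits that each left out 1 library. It held with fry (adjusted p = 0.0078) and with the estimated correlation (0.020). For Regulation of IFNA signaling it was -0.16 over 12 genes (fry 0.0254, estimated correlation 0.0223). For NF-kB target genes it was -0.31 (camera adjusted p = 4.0e-07), but this did not hold with fry (0.401), with the estimated correlation (0.278) or without IFN-γ + CX3CL1 replicate 2, where the median was -0.15. For NLRP3 inflammasome components it was -0.0427 (camera adjusted p = 0.0491), with 0.401 under fry and 0.255 with the estimated correlation. No explanation of the last 3 differences was tested. For interferon-stimulated genes, 1 of 100 permutations of a fit without an interaction, the real labels included, gave a median as large, which argues against an effect of the grouping. An equal rise in TPM on a higher starting level, which would look smaller on a log scale, is argued against: the median ratio of the rise in TPM with IFN-γ to that without was 0.529 (0.503, 0.469 and 0.450 by replicate), and 12 of the 41 genes had the larger rise with IFN-γ. That IFN-γ had already raised these genes is a candidate explanation that these values leave open. Their median log2 fold change with IFN-γ alone was 2.65, and all 41 were called higher, but a list of interferon-stimulated genes is chosen for such a rise, so this does not count for it.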

How the results depend on the processing

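The replicate block gave 455 genes for CX3CL1 against no treatment (347 higher, 108 lower), 95 for IFN-γ + CX3CL1 against IFN-γ, 1929 for IFN-γ against no treatment and 52 for the interaction (3 higher, 49 lower), and all 232, 43 and 932 genes called without the block were among these. For CX3CL1 and no treatment, libraries with the same number deviated together in replicates 1 and 3 but not in replicate 2 (correlations 0.387, 0.0047 and 0.301). CX3CL1 libraries also deviated with the IFN-γ libraries (0.585, 0.361 and 0.226) and the IFN-γ + CX3CL1 libraries (0.351, 0.353 and 0.428) of their number. Whether the number pairs the CX3CL1 and untreated libraries is uncertain. With centring by GC content and length and the block together, chosen after seeing the data, the 4 counts were 708, 158, 2886 and 81. The block called 26 of the 27 genes of Figure 5A and all 11 of Figure 5B, and apart from CSF2, CXCL11, IFI205 and NLRP3 in CX3CL1 against no treatment it changed no other call among the 71 results for single genes or the lists fitted with it.

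Other changes of more than 1.5 times in the number of changed genes came from requiring a log2 fold change of at least 1 (143, 24 and 331 genes), and for IFN-γ + CX3CL1 against IFN-γ from no filter (28 genes; more genes were tested) and from only the libraries compared (20 genes; fewer libraries). The interaction had 1 gene after quantile normalization. The number of lower genes moved more than the total: for CX3CL1 from 20 to 12 with only the libraries compared and 33 after centring by GC content and length, and for IFN-γ from 230 to 437 with only the libraries compared. Where no cause is named, the cause was not tested. Across the fits that each left out 1 library, the counts ran from 152 (without untreated replicate 3) to 268 for CX3CL1, from 16 (without IFN-γ + CX3CL1 replicate 3) to 54 for CX3CL1 with IFN-γ, from 530 (without untreated replicate 3) to 764 for IFN-γ and from 0 to 11 (without untreated replicate 1) for the interaction. The number of Figure 5A genes called ran from 18 to 22 and of Figure 5B genes from 8 to 10. The correlation across genes between the 2 CX3CL1 effects, 0.601, ran from 0.422 (without CX3CL1 replicate 2) to 0.663.

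For CX3CL1 against no treatment, the lists of NF-kB target genes, interferon-stimulated genes and IL-10 regulated mediators, and the terms G alpha i signalling events and Regulation of IFNA signaling, stayed positive and past the threshold under all alternatives. GPCR ligand binding stayed past the threshold in camera, with a median from -0.0044 (without untreated replicate 3) to 0.0773 (without untreated replicate 1). Interleukin-1 signaling (median 0.0405) had an adjusted p of 0.0937 under fry and 0.221 with the estimated correlation. Its median ran from 0.0398 (without CX3CL1 replicate 2) to 0.127 (without CX3CL1 replicate 3). NLRP3 inflammasome components (0.0454) and Activation of Matrix Metalloproteinases (0.0124) had 0.0588 and 0.0681 with the estimated correlation, and the latter had a median of 0.0070 and an adjusted p of 0.178 with a mean of at least 1 TPM, where 8 genes were left. The NLRP3 inflammasome passed with a pseudocount of 0.1 (median 0.0422), quantile normalization (0.0231) and only the libraries compared (0.0421), and its median ran from -0.0404 (without untreated replicate 2) to 0.175 (without untreated replicate 1, where it passed). Signaling by GPCR did not pass in any fit; its median turned from -0.0095 to 0.0115 after median-ratio scaling and ran from -0.0566 (without untreated replicate 3) to 0.0467 (without untreated replicate 1). MAPK14 turned to -0.0131 with quantile normalization and ran from -0.05 (without untreated replicate 3) to 0.0689 (without untreated replicate 1).

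Of 71 results for single genes, outside the fits that left out a library, 19 became weaker under at least 1 alternative and 5 became stronger. With TPM alone, no limit from read depth can be given. The pseudocount changes the size of the change for genes with low TPM such as MMP3, and the filter changes which genes are tested and their adjusted p.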

Differences from the paper's values

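The fold change of IL6 mRNA with CX3CL1 was 7.52 as a ratio of mean TPM, against the paper's value of about 2.3 in Fig. 5F, read by eye, which the paper measured by RT-qPCR in other samples. On the log2(TPM + 1) scale the fold was 2.42. The fold change of NLRP3 mRNA was 5.14, against the paper's value of about 1.6 in Fig. 5F, read by eye, and 2.10 on the log2(TPM + 1) scale. Of the alternatives set before the data were examined, median-ratio scaling and leaving out each library gave ratios from 6.54 to 9.65 for IL6 and from 3.63 to 6.88 for NLRP3, and none closed the gap for the ratio of mean TPM. The folds on the log2(TPM + 1) scale were closer to the paper's values, but the pseudocount shrinks folds at TPM this low. Their closeness therefore does not close the gap, and the ratio of mean TPM holds no pseudocount.

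For the enrichment of Fig. 5C, Fisher's exact test on the 27 genes of Figure 5A gave a −log10 P of 0 for Regulation of IFNA signaling against the paper's value of about 2.7 in Fig. 5C, read by eye. For Activation of Matrix Metalloproteinases the value was 7.03 against about 2.3, 9.84 for G alpha i signalling events against about 1.7, 9.85 for GPCR ligand binding against about 1.3, and 7.73 for Signaling by GPCR against about 0.9, all of the paper's values read by eye in Fig. 5C. Interleukin-1 signaling (1.96 against about 1.9) and The NLRP3 inflammasome (1.40 against about 1.1) were within 1.5 times of the paper's values, also read by eye. The 27 genes are a fixed list, so most alternatives could not move these values. Only no filter, a mean of at least 1 TPM and median-ratio scaling changed the background, all set before the data were examined. A mean of at least 1 TPM brought Activation of Matrix Metalloproteinases to 3.33, within 1.5 times of the paper's value. None of these alternatives closed the gap for the other terms that differed. A second query, the genes called higher with CX3CL1 (94 in the background) in place of the 27, gave 2.62 for Regulation of IFNA signaling, and it stayed within 1.5 times of the paper's value under each alternative. The second query gave lower values for Interleukin-1 signaling (0.682) and The NLRP3 inflammasome (0.714) than the 27 genes did. For Activation of Matrix Metalloproteinases this query gave 4.07, and came within 1.5 times with a mean of at least 1 TPM, only the libraries compared, the replicate block, GC and length centring with the block (chosen after seeing the values) and 4 of the fits that left out a library; its adjusted value was 2.24, and was also within 1.5 times with a pseudocount of 0.1, no filter, median-ratio scaling, quantile normalization, no intensity trend, the replicate block, GC and length centring (chosen after seeing the values), and without untreated replicate 1 or CX3CL1 replicate 2. For GPCR ligand binding it gave 6.59, and 1.29 without the filter on low TPM, and its adjusted value was 1.83 without CX3CL1 replicate 1. For Signaling by GPCR it gave 3.10, and 0.879 without untreated replicate 2 or without untreated replicate 3; after adjustment it came within 1.5 times with a mean of at least 1 TPM, median-ratio scaling, only the libraries compared, the replicate block, both GC centrings (chosen after seeing the values) and without untreated replicate 1. For G alpha i signalling events it gave 6.74, and only adjusted values without untreated replicate 2, untreated replicate 3 or CX3CL1 replicate 3 (1.59, 1.59 and 2.38) came within 1.5 times.

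The paper shows all 27 genes of Figure 5A as upregulated, and 5 of them were not called here: CSF2 (log2 fold change 1.17), CXCL11 (2.06), IFI205 (1.54), IL1A (0.43) and NLRP3 (1.07). A pseudocount of 0.1 and the replicate block each called CSF2, CXCL11, IFI205 and NLRP3, only the libraries compared called CSF2, CXCL11 and IFI205, quantile normalization called CSF2, and GC and length centring with the block, chosen after seeing the values, called CSF2, CXCL11, IFI205 and NLRP3. IL1A was called under none. The discussion of the paper lists MAPK38 and PARP as upregulated; MAPK14 had a log2 fold change of 0.02 and PARP1 of -0.14, while MAP3K8 and PARP14 were called higher. The paper's text does not say which gene each name stands for.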

Other observations

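Of the tests in this part, only that of GC content and length was chosen after the result was seen.

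NF-kB target genes rose after CX3CL1 (median log2 fold change 1.27), and 3 explanations were tested. Leukocytes in the CT26 cultures would bring their abundant transcripts, but of PTPRC, TYROBP, LAPTM5 and LYZ2 only 1, LYZ2, exceeded 1 TPM in any library (0.0968 to 1.86 TPM), and the highest values of PTPRC and LAPTM5 were 0.0441 and 0.0921 TPM. TYROBP was listed at 0 in all 12 libraries, which can be a failed estimate and is not counted. The levels of PTPRC, LAPTM5 and LYZ2 argue against leukocytes as the source. Of the other leukocyte markers, CD68 was 11.7 ± 3.95 TPM (SD, n = 3) in untreated cells and 12.5 ± 6.58 TPM (SD, n = 3) with CX3CL1, and FCER1G and SPI1 were under 1 TPM in all 6 of these libraries. CX3CR1 made by the cells was expected to show as more than 0.2 TPM in untreated libraries. The CX3CR1 value was 0.0439, 0.0596 and 0.122 TPM there, and at most 0.154 TPM in any of the 12 libraries, which is on the side set beforehand against it. It remains open, because values near the floor exclude nothing, mRNA is not protein, and the paper reports CX3CR1 on the surface of these cells by flow cytometry. The paper also reports that the CX3CR1 antibody lowered CXCL1 and M-CSF secretion and IL-6 and NLRP3 mRNA in cells given CX3CL1. With the antibody, CT26 migration towards CX3CL1 was also lower in the paper. None of these assays was analysed here. Endotoxin in the recombinant protein, acting through TLR4, is a candidate explanation that the levels leave open: the lowest value of TLR4 or LY96 in the untreated libraries was 10.1 TPM. Of the TLR4 receptor components tested, CD14, LY96, MYD88, TICAM1, TIRAP and TLR4, none was called after CX3CL1, with log2 fold changes from -0.03 to 0.44. The levels of TLR4 show that the receptor mRNA is there, not that it was used. No library with an inactive protein, a CX3CR1 block or a TLR4 block was analysed here, so the receptor behind the response was not decided.

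In cells with IFN-γ, the 43 genes changed by CX3CL1 included 12 of Figure 5A, and NOS2, which the paper does not name, had a log2 fold change of 3.28 (standard error 0.61, adjusted p = 0.0444). NOS2 rose from 1.23 ± 0.993 TPM to 25.5 ± 18.0 TPM (SD, n = 3 each), and it was not called with a pseudocount of 0.1, without the filter or in the fit of only the libraries compared, and in 5 of the 6 fits that left out 1 library. Of the 43 genes, 35 were also called after centring by GC content and length, and all 43 after centring in the fit with the replicate block, although log2 fold changes in this comparison correlated with GC content at -0.48 (Spearman, across genes). That trend may therefore add to small changes across many genes, but it is argued against as the whole cause of these 43. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and the others gave 0. Among the 4 splits that part all 3 pairs, fitted with the block, the other 3 gave 0 against 95. The share cannot fall under 0.1 with 10 splits. No biological explanation beyond CX3CL1 itself was tested.

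Across the 11878 genes tested, which are not independent replicates, the CX3CL1 effects with and without IFN-γ had a Pearson correlation of 0.601 and a Spearman correlation of 0.473. These 2 effects share no library. Without CX3CL1 replicate 2, the Pearson correlation was 0.422.

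CLDN6 fell in 3 comparisons, by log2 fold changes of -0.79 with CX3CL1 (adjusted p = 0.0019), -1.86 with IFN-γ (adjusted p = 1.7e-06) and -1.13 with CX3CL1 in the presence of IFN-γ (adjusted p = 3.3e-04). Its level was 250.3 ± 23.0 TPM without treatment, 144 ± 2.81 TPM with CX3CL1, 68.2 ± 3.03 TPM with IFN-γ and 30.8 ± 4.86 TPM with both (SD, n = 3 each). The CX3CL1 and IFN-γ comparisons share the untreated libraries, and the last comparison shares the IFN-γ libraries with the IFN-γ comparison.

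The paper reports PD-L1 and M-CSF by other assays. CD274, the gene of PD-L1, was 3.08 ± 0.968 TPM without treatment and 6.68 ± 1.27 TPM with CX3CL1 (SD, n = 3 each; log2 fold change 0.93, adjusted p = 0.622). CSF1, the gene of M-CSF, rose from 225 ± 11.5 TPM to 445 ± 108 TPM (SD, n = 3 each), a log2 fold change of 0.95 (adjusted p = 0.0139), which lost its call without the filter on low TPM and in 4 of the 6 fits that left out 1 library. CX3CL1 mRNA was at most 0.0178 TPM in any library, and CCL26 was not analysed here.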
